# Chondro/Osteoblastic and Cardiovascular Gene Modulation in Human Artery Smooth Muscle Cells That Calcify in the Presence of Phosphate and Calcitriol or Paricalcitol

**DOI:** 10.1002/jcb.22779

**Published:** 2010-07-27

**Authors:** V Shalhoub, EM Shatzen, SC Ward, J-I Young, M Boedigheimer, L Twehues, J McNinch, S Scully, B Twomey, D Baker, P Kiaei, MA Damore, Z Pan, K Haas, D Martin

**Keywords:** cardiovascular diseases, smooth muscle, apoptosis, phosphate

## Abstract

Vitamin D sterol administration, a traditional treatment for secondary hyperparathyroidism, may increase serum calcium and phosphorus, and has been associated with increased vascular calcification (VC). In vitro studies suggest that in the presence of uremic concentrations of phosphorus, vitamin D sterols regulate gene expression associated with trans-differentiation of smooth muscle cells (SMCs) to a chondro/osteoblastic cell type. This study examined effects of vitamin D sterols on gene expression profiles associated with phosphate-enhanced human coronary artery SMC (CASMC) calcification. Cultured CASMCs were exposed to phosphate-containing differentiation medium (DM) with and without calcitriol, paricalcitol, or the calcimimetic R-568 (10^−11^–10^−7^ M) for 7 days. Calcification of CASMCs, determined using colorimetry following acid extraction, was dose dependently increased (1.6- to 1.9-fold) by vitamin D sterols + DM. In contrast, R-568 did not increase calcification. Microarray analysis demonstrated that, compared with DM, calcitriol (10^−8^ M) + DM or paricalcitol (10^−8^ M) + DM similarly and significantly (*P* < 0.05) regulated genes of various pathways including: metabolism, CYP24A1; mineralization, ENPP1; apoptosis, GIP3; osteo/chondrogenesis, OPG, TGFB2, Dkk1, BMP4, BMP6; cardiovascular, HGF, DSP1, TNC; cell cycle, MAPK13; and ion channels, SLC22A3 KCNK3. R-568 had no effect on CASMC gene expression. Thus, SMC calcification observed in response to vitamin D sterol + DM may be partially mediated through targeting mineralization, apoptotic, osteo/chondrocytic, and cardiovascular pathway genes, although some gene changes may protect against calcification. Further studies to determine precise roles of these genes in development of, or protection against VC and cardiovascular disease are required. J. Cell. Biochem. 111: 911–921, 2010. © 2010 Wiley-Liss, Inc.

Vascular calcification (VC) is widespread in chronic kidney disease-mineral and bone disorder (CKD-MBD) patients with secondary hyperparathyroidism (HPT) receiving dialysis [Moe et al., 2007], and has been associated with cardiovascular disease and mortality [Blacher et al., 2001; Raggi et al., 2002]. VC in large and medium sized vessels is a highly regulated, cell mediated, multi-factorial process [Ketteler and Giachelli, 2006] associated with a repertoire of chondro/osseous proteins [Jono et al., 2000; Tyson et al., 2003]. Therapies used to control secondary HPT, including vitamin D sterols and calcimimetics, have varying direct and indirect effects on VC [Wolisi and Moe, 2005]. Although vitamin D sterols lower serum parathyroid hormone (PTH) levels, they have been associated with serum calcium (Ca) and phosphorus (P) elevations in patients receiving dialysis [Tentori et al., 2006]. This increased serum mineral burden can increase the risk for VC and mortality [Kalantar-Zadeh et al., 2006; Moe et al., 2007]. In addition to serum Ca and P mineral imbalance [Goodman et al., 2000b], contributing factors to VC may include dysregulation of mineralization inhibitors [Ketteler et al., 2003; Lomashvili et al., 2005], apoptotic mechanisms [Reynolds et al., 2004], and current therapies such as calcium-based phosphate binders and vitamin D sterols [Goodman et al., 2000b; Wolisi and Moe, 2005]. The interrelationships between these factors, the precise timing of molecular events, and other possible factors are currently unknown.

While vitamin D is necessary for patient health and to control secondary HPT in dialysis patients, the harm of too little or too much vitamin D is becoming increasingly appreciated. In pre-clinical CKD-MBD models, pharmacological levels of the vitamin D sterol calcitriol increased VC [Haffner et al., 2005; Wu-Wong et al., 2006; Cardus et al., 2007], but it was not assessed whether this was a result of direct effects on vascular smooth muscle cell (SMC) in the setting of deranged minerals, indirect via increased mineral levels, or both. Early reports of in vitro model systems demonstrated that bovine and human VSMC spontaneously converted into chondro/osseous phenotypes that calcified [Bostrom et al., 1993; Watson et al., 1994; Shanahan and Weissberg, 1999; Tyson et al., 2003]. Calcification was accelerated by phosphate [Shioi et al., 1995; Jono et al., 2000; Reynolds et al., 2004] and more-so by phosphate + dexamethasone [Mori et al., 1999] or vitamin D [Jono et al., 1998]. However, subsequent reports on direct effects of vitamin D sterols on SMC calcification were conflicting. We reported that vitamin D sterols (calcitriol and paricalcitol) increased phosphate-induced calcification and chondro/osteoblastic gene expression [Shalhoub et al., 2006], whereas others showed no effect of calcitriol or paricalcitol on phosphate-induced SMC calcification [Wolisi and Moe, 2005; Wu-Wong et al., 2006], or effects by one but not another vitamin D sterol [Cardus et al., 2007].

Calcimimetics are allosteric small molecule activators of the calcium sensing receptor (CaSR) predominantly expressed on parathyroid glands. Calcimimetics, which decrease PTH and serum Ca and P levels in dialysis patients [Block et al., 2004; Lindberg et al., 2005], did not appear to induce VC in a rodent uremic model [Henley et al., 2005]. Whether this lack of calcification was the result of direct or indirect effects of calcimimetics on vascular cells could not be assessed in vivo. Some have described calcimimetic responses in SMCs in the absence of the parathyroid CaSR, whereas others have described the CaSR in SMCs and effects on mineralization [Farzaneh-Far et al., 2000; Smajilovic et al., 2006; Molostvov et al., 2007; Alam et al., 2009; Ivanovski et al., 2009]. In vitro, matrix gla protein (MGP) reporter activity increased in cultured rat SMCs in response to calcium and CaSR agonists [Farzaneh-Far et al., 2000] and this response was attributable to a CaSR-like receptor, rather than the CaSR. Others demonstrated calcium- and CaSR agonist-induced responses, CaSR mRNA and/or protein in rat and human SMCs and delay or inhibition of mineralization after calcimimetic R-568 exposure [Smajilovic et al., 2006; Molostvov et al., 2007; Ivanovski et al., 2009; Alam et al., 2009]. However, other reports showed no effect of calcimimetics on phosphate-induced calcification in bovine aorta SMCs [Shalhoub et al., 2006] and undetectable CaSR transcripts [Farzaneh-Far et al., 2000; Shalhoub et al., 2006]. Thus, reports on the presence of the CaSR and response to calcimimetics in SMC are conflicting, limiting the assessment of direct effects of calcimimetics on SMCs. Thus, we felt examining the effects of calcimimetics in the presence or absence of the CaSR warranted.

To elucidate possible interrelationships between mineral imbalance and secondary HPT therapeutics, we determined the gene expression profile in response to calcitriol, paricalcitol, and the calcimimetic R-568 in an in vitro model of human coronary artery SMC (CASMC) calcification. Vitamin D sterols exacerbated phosphate-induced calcification in human CASMC, while modulating multiple genes containing vitamin D receptor (VDR) response elements that were representative of multiple gene networks including mineralization, apoptotic, osteo/chondrocytic, and cardiovascular pathways. In contrast, the calcimimetic R-568 did not affect CASMC calcification or gene expression. Future studies will dissect which vitamin D-regulated genes are involved in protective and pro-calcification processes. These results may have implications for CKD-MBD patients on dialysis that are at increased VC risk and may be exposed to more than optimal phosphate and vitamin D sterol concentrations.

## MATERIALS AND METHODS

### Materials

Tissue culture plates were purchased from Falcon-Becton Dickinson (Franklin Lakes, NJ), phenol-red free Dulbecco's modified Eagle's medium (DMEM) from Cambrex Biosciences (Walkersville, MD); penicillin/streptomycin/glutamine, sodium pyruvate, and fungizone from GIBCO-Invitrogen (Grand Island, NY), fetal bovine serum (FBS) from Terra Cell (Etobicoke, Canada), calcitriol from Calbiochem-EMD Biosciences (La Jolla, CA), and paricalcitol from Abbott (North Chicago, IL). MILLIPLEX™ MAP kits to measure transforming growth factor beta (TGFβ2) and hepatocyte growth factor (HGF) were obtained from Millipore (Billerica, MA).

### Cells

Primary human CASMC from two donors (catalog number CC-2583: lot number 3F0246, donor 1; and lot number 00077, donor 2) were obtained from Clonetics (Walkersville, MD). Cell cultures were expanded in “expansion medium” (D-MEM/15% FBS/1 × Na pyruvate/penicillin/streptomycin; EM) as previously reported [Shioi et al., 1995]. CASMC from donor 1, but not donor 2, mineralized in EM in the presence of 10 mM beta-glycerolphosphate (BGP) within 2 weeks, and was used for subsequent studies. All experiments were performed on passage 7 cells, and results are from the average of 2–3 independent experiments. Cells for each dose–response and microarray experiment were plated at the same time from the same batch of cells, but in different size wells: for calcium accumulation dose–response (in 24 wells, n = 4); for microarrays (in 6 wells, n = 1). Thus, three independent experiments were performed sequentially, at different times, each with a dose–response and microarray component, so that gene expression could be correlated to calcification.

### Treatment Protocol for CASMC Calcification With Vitamin D Sterols and Calcimimetic R-568

Cells were seeded in 24-well plates (3,500 cells/cm^2^) in EM. Each experiment was performed in duplicate on separate plates (n = 2 wells/plate/concentration; thus n = 4 wells total/concentration [n = 3 independent experiments]). Culture conditions were chosen based on those for optimal conversion of vascular SMC [Mori et al., 1999] or mesenchymal stem cell [Cheng et al., 1994] into osteoblastic cells. Ascorbic acid (AA) is a cofactor for collagenous extracellular matrix formation (not present in DMEM), while BGP provides a phosphate source after alkaline phosphatase (ALP) enzymatic phosphate release. The glucocorticoid dexamethasone (Dex) accelerates phosphate-induced CASMC calcification [Mori et al., 1999], therefore a concentration of 10^−9^ M Dex was included in differentiation medium (DM) comprised of expansion medium, AA (50 mg/ml), Dex (10^−9^ M), and BGP (10 mM) [Shioi et al., 1995; Mori et al., 1999]. Expansion medium with AA and Dex is referred to henceforth as “basic medium, BM.” For vitamin D sterol and calcimimetic exposure, DM was supplemented with vehicle (vehicle + DM), calcitriol (10^−11^–10^−7^ M) (calcitriol + DM), paricalcitol (10^−11^–10^−7^ M) (paricalcitol + DM), or R-568 (10^−11^–10^−7^ M) (R-568 + DM). Although three different vehicles were used (100% ethanol [calcitriol], 30% polyethylene glycol/20% ethanol in water [paricalcitol], and distilled water [R-568]), no vehicle-induced differences in gene expression were observed. Cell medium was changed every 2–3 days for a total of three feedings over 7 days.

### Treatment Protocol for CASMC Calcification With Calcium and Phosphate

Cells were cultured in 24-well plates (3,500 cells/cm^2^, n = 4) in EM. After 5 days CASMC were exposed to BM or BM adjusted with increasing concentrations of total calcium (in the form of CaCl_2_) and/or phosphate (in the form of BGP). The final concentration in BM of total calcium was 1.8, 2.8, and 3.6 mM and phosphate was 0.9, 2, 4, 5 mM. Cell medium was changed every 2–3 days for a total of three feedings over 7 days. In DMEM calcium and phosphate concentrations are 1.8 and 0.9 mM, respectively.

### Mineralization (von Kossa) Staining

Mineral deposits were detected with von Kossa staining by incubating cultures with 3% silver nitrate (Sigma) for 30 min under ultraviolet light as previously described [Shalhoub et al., 2006].

### Quantitative Assay for Calcium Accumulation

Calcium was quantified as previously described [Mori et al., 1999]. Briefly, cell layers were washed with Tris buffer (10 mM, pH 7.0) prior to Ca solubilization with 0.6 N HCl. Ca concentration was determined by cresolphthalein procedure (Stanbio Laboratory, Boerne, TX), normalized to protein content from the same well. Protein was solubilized with 0.1 N NaOH/0.1% SDS and quantified by the Coomassie Blue method (Pierce, Rockford, IL). Calcium is therefore expressed as micrograms Ca/mg protein.

### RNase Protection Assays

Total RNA was extracted from CASMC using STAT60 reagent (Tel-test, Friendswood, TX) and quantified as previously described [Shalhoub et al., 2006]. Radiolabeled antisense RNA probes were transcribed from linearized plasmid template using RNA polymerase and a ^32^P-uridine triphosphate (UTP). RNase protection assays were performed using the RPA II kit (Ambion, Austin, TX) and 5 µg (ALP, Runx2) or 10 µg (CaSR, VDR) of total cellular RNA. After overnight exposure, phosphor screens were scanned and densities of the protected bands were calculated with ImageQuant software (GE Healthcare Bio-Sciences Corp., Piscataway, NJ). The GenBank # and size of protected fragment for the examined genes were: CaSR (U20759 nts 1786–2234), VDR (J03258.1 nts 192–376), ALP (X14174 nts 450–685), Runx2 (NM_004348 nts 853–1045).

### Microarray Assays

For microarray studies, CASMCs were cultured in parallel with dose–response experiments using the same batch of cells. Passage 7 cells grown in 6-well dishes at 3,500 cells/cm^2^ were exposed to vehicle + DM alone, calcitriol (10^−8^ or 10^−11^ M) + DM, paricalcitol (10^−8^ or 10^−11^ M) + DM, or R-568 (10^−7^ or 10^−11^ M) + DM for 4 h or 1, 3, or 7 days (n = 1 well per treatment, three independent experiments). Results were the average of three independent experiments. Total RNA was isolated using Qiagen RNeasy Mini Kit (Valencia, CA) and processed following the protocols described in section 2 (*Eukaryotic Sample and Array Processing*; 701024 rev 1) of the Affymetrix Technical manual. Briefly, 5 µg total RNA was used to synthesize cDNA (10 pmol of T7-(dT)_24_ primer, and Superscript II (Invitrogen, Carlsbad, CA). Purified double-stranded cDNA (MinElute Reaction Cleanup Kit (Qiagen, Valencia, CA)) was used to generate biotinylated cRNA (Bioarray High Yield RNA Transcript labeling Kit (Enzo Diagnostics, Farmingdale, NY); purified by Qiagen RNeasy Mini kit) for hybridization to the Affymetrix Human Genome U133 Plus 2.0 array. Arrays were washed on a GeneChip Fluidic Station 450 (EukGE_WS2v4_450 protocol) and scanned using the Affymetrix GeneChip Scanner 3000 (Affymetrix, Santa Clara, CA). Data can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11917.

### Branched DNA (bDNA) Analysis

Changes in expression of select genes were confirmed by bDNA analyses using the QuantiGene Screen Kit (Genospectra, Fremont, CA) according to the manufacturer's instructions. Expression values normalized to cyclophilin levels were log_2_ transformed.

### Protein Analysis of Culture Medium

After the last feeding, the 48-h conditioned culture medium (with different concentrations of vitamin D sterols or R-568) was transferred at harvest on day 7, and frozen at −80°C for later protein determination. Transfer involved pooling each two of n = 4 wells (1 ml DM/well) from duplicate plates. This resulted in two, 2 ml samples per treatment. Each point on dose–response curves represents results from one, 2 ml pooled sample, from one out of two experiments, each performed in duplicate. The medium was thawed on ice and TGFB2 and HGF levels were measured using the sensitive MILLIPLEX™ MAP assay, which is based on LuminexR xMAP technology (Millipore). Each kit contained two quality control samples, a low range (146–303 ng/ml) and high range (558–1,158 ng/ml) for TGFB2; and a low range (546–1,595 pg/ml) and high range (2,896–7,888 pg/ml) for HGF. The quality control sample values for TGFB2 and HGF were verified within the expected ranges, validating assay reagents and results obtained with conditioned medium.

### Statistics

Values are presented as mean ± SE. Significance (*P* < 0.05) was tested using an ANOVA with a Fischer's post hoc test (calcification) or an ANOVA with a Bonferonni correction for multiple testing (as indicated) (gene expression).

For the microarray analysis, statistics were performed as previously described [Shalhoub et al., 2006], with the addition of R-568 + DM group. “Perfect match” oligonucleotide reporters used to determine intensity measurements were log-transformed, scaled using a nonlinear normalization, summarized into a single intensity using the arithmetic mean and referred to as “gene intensities.” For error-weighted ANOVA, the reciprocal of the squared error was used as a weight. Intensities reported as zero or otherwise flagged by the image analysis software were treated as missing. Hierarchical clustering was performed using the correlation matrix as a measure of similarity. Linkage maps were built using the single-linkage method.

ANOVA was performed on a subset of genes to test the null hypothesis that gene intensity was not altered due to treatment group. In tests involving multiple runs, experimental run number was treated as a random covariate and an error weighted ANOVA was performed using SAS/JMP (Cary, NC). Samples were divided into the following groups: EM + vehicle, BM + vehicle, DM + vehicle, calcitriol (10^−8^ or 10^−11^ M) + DM, paricalcitol (10^−8^ or 10^−11^ M) + DM, or calcimimetic R-568 (10^−7^ or 10^−11^ M) + DM.

Significantly changed genes at day 7, as well as candidate genes not changed at day 7, were examined for significant changes at earlier times (4 h, and 1 and 3 days). It is possible that additional genes were significantly changed at the earlier times.

### Vitamin D Response Element (VDRE) Promoter Analysis

Upstream promoter sequences of the regulated genes identified in this study were extracted from UCSC genome server (http://genome.ucsc.edu/) [Karolchik et al., 2004], which contains sequences −2,500 bp upstream of the transcription starting site. The position weight matrix (PWM) of VDRE was obtained from JASPAR [Sandelin et al., 2004], an open-access database of annotated eukaryotic transcription factor binding profiles. The VDRE binding sites in the promoter regions were predicted with the PATSER computer program in bioperl [Stormo et al., 1982; Letondal, 2001; Stajich et al., 2002], a programming interface for bioinformatics application programmers, and significant putative VDRE sites were selected with the PATSER score cut-off >75. This score is assumed to be exponentially related to the probability of binding. PATSER also calculates a *P*-value cut-off for each weight matrix using the information content [Staden, 1989].

## RESULTS

### Calcification of Human Donor CASMCs

We sought to determine the gene expression changes associated with vitamin D sterol enhancement of VC induced by uremic-like conditions found in secondary HPT using an in vitro model of human CASMC calcification. To properly model the calcification of human vascular SMC induced by the mineral imbalance found in CKD-MBD patients [Reynolds et al., 2004; Yang et al., 2004], calcification in response to increased calcium and phosphorus concentrations was monitored. A 7-day exposure to BM with elevated concentrations of total calcium and phosphorus increased the calcification of CASMCs (Fig. 1). This Ca- and P-induced calcification was dose-dependent and synergistic (Fig. 1).

**Fig. 1:**
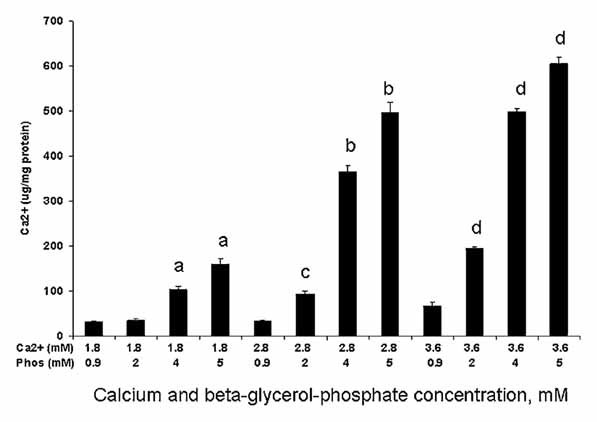
Elevated extracellular calcium and/or phosphate enhanced CASMC mineralization. CASMC were culture expanded for 5 days before exposure to different phosphorus (beta-glycerol-phosphate) and total calcium concentrations. Synergistic increase in calcification with combination of calcium and phosphorus. ^a^*P* < 0.0001 versus 1.8/1.9 mM Ca/P; ^b^*P* < 0.0001 and ^c^*P* < 0.001 versus 2.8/0.9 mM Ca/P; ^d^*P* < 0.0001 versus 3.6/0.9 mM Ca/P.

In contrast to the lack of calcification in human CASMC cultured in BM containing AA (50 mg/ml), Dex (10^−9^ M), Ca (1.8 mM), and P (0.9 mM) (BM) for 7 days (Fig. 2A,B), there was pronounced black von Kossa stained mineral deposits in the extracellular matrix of CASMC exposed to 10 mM BGP (DM) (Fig. 2C). Calcification in the presence of DM was quantified in Figure 2A.

**Fig. 2:**
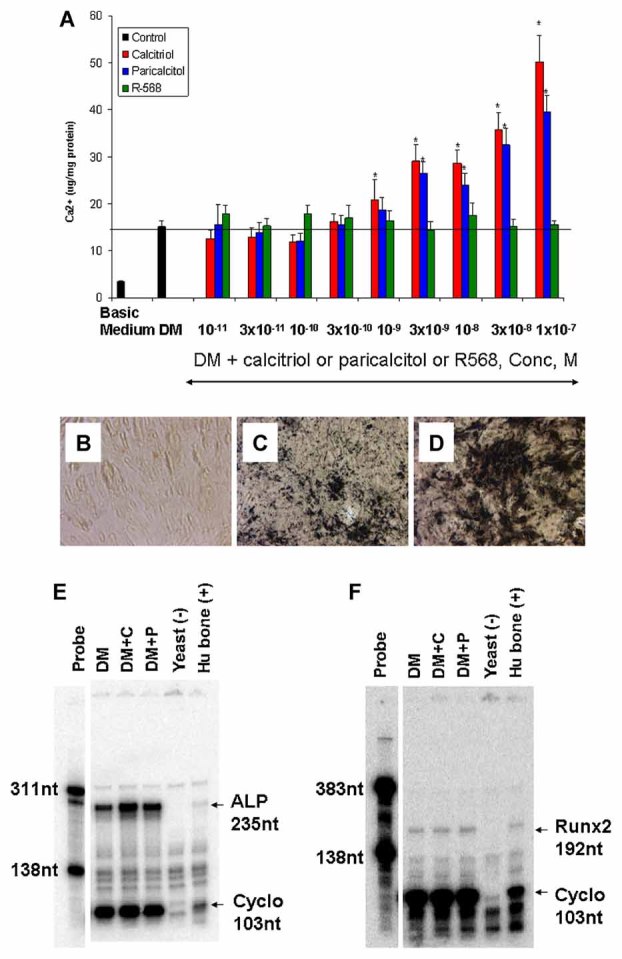
Calcitriol + DM and paricalcitol + DM, but not R-568 + DM, dose dependently increased calcification of human CASMC. **A**: CASMC were culture expanded for 5 days and exposed to DM supplemented with 10^−11^–10^−7^ M calcitriol, paricalcitol or R-568 for an additional 7 days. Calcium was determined and normalized to protein as in the Materials and Methods Section. *P < 0.05 versus DM. Results represent the average of two independent experiments. **B**–**D**: Representative von Kossa stained CASMC cultures showing enhanced calcification by vitamin D sterol + DM compared with DM. CASMC were culture expanded for 5 days and then exposed for 7 days to basic medium + vehicle (B), vehicle + DM (C), or calcitriol (10^−7^ M) + DM (D) (20× magnification). **E**: Ribonuclease protection assay demonstrated an increase in alkaline phosphatase mRNA in 7-day cultures exposed to calcitriol + DM (10^−8^ M) and DM+ paricalcitol (10^−8^ M). The protected fragment was 235 nt. E: Ribonuclease protection assay demonstrated Runx2 mRNA expression in 7-day CASMC cultures. The protected fragment was 192 nt.

### Calcification of CASMCs in the Presence of Phosphate and Vitamin D

The addition of vitamin D sterols (calcitriol or paricalcitol) enhanced the calcification of CASMCs induced by 7 days of DM [AA (50 mg/ml), Dex (10^−9^ M), Ca (1.8 mM), and BGP (10 mM)] (Fig. 2A). The von Kossa mineral staining induced by DM was enhanced by exposure to calcitriol (10^−7^ M) + DM (Fig. 2D) or paricalcitol (10^−7^ M) + DM (not shown) for 7 days. This enhanced calcium accumulation was dose-dependent over the range of 10^−11^–10^−7^ M vitamin D sterol (calcitriol EC_50_ 9.9 ± 0.3 nM, paricalcitol EC_50_ 8.7 ± 0.3 nM) (Fig. 2A). There was no effect on calcium accumulation in response to the calcimimetic R-568 (10^−11^–10^−7^ M; 7 days) + DM (Fig. 2A). To further confirm the utility of the model cell system used, we sought to establish the expression and vitamin D sterol-induced regulation of two well-characterized mineralization genes in the CASMCs. CASMCS cultures expressed both ALP and runt related transcription factor 2 (Runx2) mRNA (Fig. 2). Whereas ALP mRNA expression was increased by calcitriol + DM (Figure 2E) and paricalcitol + DM (Fig. 2E), Runx2 mRNA expression was unchanged (Fig. 2F).

### Microarray Analyses

To test the hypothesis that the enhanced CASMC calcification was associated with altered expression of genes we sought to identify genes differentially regulated by vitamin D sterols or R-568. 

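Coronary artery smooth muscle cells (CASMCs), the contractile cells of the artery wall, were taken from 1 donor and grown in 3 media. EM was growth medium with serum, BM was EM with ascorbic acid and dexamethasone, a synthetic glucocorticoid, and DM was BM with BGP, which releases phosphate. Cultures in DM received vehicle, calcitriol or paricalcitol at 10 or 0.01 nM, or the calcimimetic R-568, a compound that acts on the calcium sensing receptor, at 100 or 0.01 nM. Calcitriol is the hormonal form of vitamin D, and paricalcitol is an analog that lacks the exocyclic methylene carbon of calcitriol and carries the side chain of vitamin D2. RNA of each culture was hybridized to 1 whole-genome expression array with 54675 probe sets. At each of 4 h and 1, 3 and 7 days, 24 arrays covered 9 groups, and most groups had 3 arrays, 1 from each of 3 sequential runs of the experiment. EM and R-568 at 0.01 nM had arrays in runs 1 and 2 and paricalcitol at 0.01 nM in runs 2 and 3. The remaining arrays were 3 of untreated cultures at the start and 6 of run 3 at 10 days. The sample labels give the higher R-568 dose as 10 nM in runs 1 and 2 and as 100 nM in run 3, and the paper's 100 nM is used here. The labels abbreviate the sterols to D and Z, which were read as calcitriol and paricalcitol, and the folds of CYP24A1 under each letter match those the paper gives for that sterol. All runs used cells of the same donor. The p-values measure the scatter of cultures left after the shift of each run is removed, and not the spread between people.

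The authors took logs of the perfect-match probe values, applied a nonlinear normalization and averaged the probes of each probe set. The deposited values lie between 2.4808 and 9.9175 and their log base is not named in the text. They were read as natural logs because of this range, and converted to log2. Over 400 values of the paper's supplement, the slope of the deposited difference on the natural log of the paper's fold was 1.44, close to 1.4427, which is 1 over the natural log of 2. The paper's folds are therefore 2 to the power of the deposited difference, as log2 values would give, and values beside them are given on that scale too. The reading as natural logs rests on the range alone. If the deposited values were log2 instead, every log2 change printed here would be smaller by that factor and no p-value would change. The median log2 intensity was 7.71 to 7.79 on the 33 arrays of run 1, 7.70 to 7.77 on the 37 of run 2 and 6.80 to 6.90 on the 35 of run 3, so all arrays were quantile normalized. Each time point was fitted with limma over its 24 arrays, with the run as a block. The paper's error-weighted ANOVA took the run as a random covariate instead. P-values were adjusted by the Benjamini-Hochberg method over all probe sets. Except where stated, a probe set rose or fell where the adjusted p was under 0.05. The tests, the 23 gene lists, the rule for naming genes and the processing alternatives were set before the data were examined, except for what is named as chosen or added later. The number of arrays limits the precision.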

Microarray analyses were performed with total RNA isolated from cultures exposed to vehicle + DM or vitamin D sterol (10^−8^ or 10^−11^ M) + DM or R-568 (10^−7^ or 10^−11^ M) + DM for 4 h and 1, 3, and 7 days. The concentrations of vitamin D sterols were based on the physiological concentration of 1,25 dihydroxyvitamin D_3_ (10^−10^–10^−11^ M) and the supraphysiological concentration (10^−8^ M) commonly used in vitro to examine gene expression that effectively enhanced DM-induced calcification. In dialysis patients, calcitriol (5–35 µg/dialysis session) is administered to achieve normal blood concentrations of 40–80 pg/ml (=1–2 × 10^−10^ M); and paricalcitol is administered at fivefold higher doses. The R-568 concentrations were based on those found in patient sera (C_max_ of 7.7 ng/ml, ∼2.3 × 10^−8^ M R-568) [Goodman et al., 2000a; Shalhoub et al., 2006]. 

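Of 18 genes of hypoxia and glycolysis, 14 were lower in BM than in EM at 7 days and 0 were higher (16 lower when adjusted over the list alone). Their median log2 difference was -0.48 (camera adjusted p = 5.18e-31, and adjusted p = 4.85e-05 with an estimated correlation). PDK1, a pyruvate dehydrogenase kinase, fell by 1.17 on the log2 scale (standard error 0.101, adjusted p = 1.61e-07 from limma, 3 arrays of BM and 2 of EM). P4HA1, a subunit of the enzyme that hydroxylates collagen prolines with ascorbic acid as cofactor, fell by 0.96 (SE 0.0587, adjusted p = 1.62e-09). HK2, a hexokinase, fell by 0.91 and BNIP3, a mitochondrial protein induced by low oxygen, by 0.95 (adjusted p = 1.06e-08 and 4.62e-07). MMP1, an interstitial collagenase, fell by 1.41 (SE 0.0922, adjusted p = 3.1e-09).

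FKBP5, a cochaperone induced by glucocorticoids such as dexamethasone, rose by 1.24 (SE 0.0938, adjusted p = 2.36e-08). CTHRC1, a secreted protein of collagen-rich matrix, rose by 1.42 (SE 0.0539, adjusted p = 3.67e-13), FNDC1 by 1.44 (adjusted p = 4.91e-10) and CTSK, the collagen-degrading protease cathepsin K, by 1.16 (adjusted p = 3.62e-07). Of 28 matrix proteins and remodeling enzymes 2 were higher and 6 lower (4 and 6 when adjusted over the list alone; camera adjusted p = 0.0898), with a median of -0.05. Of 24 collagens 4 were higher and 5 lower (5 and 6 when adjusted over the list alone; camera adjusted p = 0.763). Of 14 chondrocyte genes, 4 were higher and 1 was lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.00307, and adjusted p = 0.0443 with an estimated correlation). Among them COMP, a cartilage matrix protein, rose by 1.08 and HAPLN1, which links proteoglycans to hyaluronan, by 0.87 (adjusted p = 2.57e-07 and 3.95e-06). Of 27 cell division genes, 20 were higher and 0 lower (27 higher when adjusted over the list alone), with a median of 0.41 (camera adjusted p = 9.36e-26, and adjusted p = 0.0434 with an estimated correlation). RGCC, a regulator of the cell cycle, rose by 1.54 (SE 0.102, adjusted p = 3.38e-09). Of 11 NRF2 antioxidant genes, 4 were lower (4 when adjusted over the list alone; camera adjusted p = 0.000396, and adjusted p = 0.0289 with an estimated correlation). Of 25 interferon-stimulated genes, 4 were higher (16 when adjusted over the list alone; camera adjusted p = 3.37e-09, but adjusted p = 0.406 with an estimated correlation). Of 25 genes of BMP and TGF-beta signaling, 4 were lower (1 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0307, but adjusted p = 0.406 with an estimated correlation). Of 16 glucocorticoid-responsive genes, 3 were higher and 1 was lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.206). In all, 924 probe sets were higher and 1113 lower in BM than in EM. Together these 2037 became 512 without run 1 and 482 without run 2.

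The addition of BGP was followed by no single change past the threshold. At 7 days 0 probe sets passed for DM against BM in limma, with 2279 at an unadjusted p under 0.05. The fit with array weights gave 17. Over gene lists, interferon-stimulated genes had a median log2 difference of 0.19 (camera adjusted p = 1.63e-11), and collagens (adjusted p = 0.000252), matrix proteins and remodeling enzymes (adjusted p = 0.00639), and BMP and TGF-beta signaling (adjusted p = 0.0163) moved the same way. So did inflammatory cytokines and adhesion molecules (median 0.18, adjusted p = 0.00639) and glucocorticoid-responsive genes (adjusted p = 0.018), while genes of hypoxia and glycolysis moved downward (median -0.04, adjusted p = 0.0105). In these lists 0 members passed the threshold (2 interferon-stimulated and 2 glucocorticoid-responsive genes higher and 1 matrix and 2 hypoxia genes lower when adjusted over the list alone). None of them passed with an estimated correlation (adjusted p = 0.551 for inflammatory genes and 0.445 for the others). Of the probe sets that the paper's supplement marks as changed at 7 days, 42 of 42 for BM against EM and 15 of 16 for DM against BM had the marked direction, and 36 and 0 passed the threshold. The study chose them on these arrays, so this is not independent evidence.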

The genes identified with significantly (*P* < 0.05) altered expression in medium containing AA + Dex (BM) compared with EM, and AA + Dex + BGP (DM) compared with BM after 7 days of treatment, are reported in Supplemental Tables I–III. The effect of Dex in the absence of AA was not assessed.

This analysis identified 53 genes that were significantly (*P* < 0.05 as compared to DM alone) upregulated by a 7-day exposure to calcitriol (10^−8^ M) + DM exposure with fold changes ranging from 1.06 to 10.1 (Supplemental Table I). 

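SULT1E1, the sulfotransferase that inactivates estrogens, rose by 1.36 on the log2 scale in calcitriol (10 nM) + DM over vehicle + DM at 7 days (standard error 0.0949, adjusted p = 1.39e-08 from limma, 3 arrays per group). The gene lies on chromosome 4 of GRCh38.p14 from 69821122 to 69860145. SYNPO2, an actin-binding protein of muscle, rose by 0.95 at 1 probe set (SE 0.105, adjusted p = 8.15e-06) and by 0.71 at another (adjusted p = 8.31e-05). EFL1, a GTPase of ribosome maturation, rose by 0.92 (SE 0.0889, adjusted p = 1.59e-06) and MEGF6, a protein with repeats like those of epidermal growth factor, by 0.84 (SE 0.0644, adjusted p = 6.11e-08). KRT14, a keratin of basal epithelial cells, rose by 0.87 (adjusted p = 5.32e-05). IGFBP3, a binding protein of insulin-like growth factors and a known target of the vitamin D receptor, rose by 0.67 and 0.66 at its probe sets (adjusted p = 1.09e-06 and 0.000262). The collagen chains COL16A1 and COL22A1 rose by 0.64 and 0.59 (adjusted p = 2.14e-07 and 5.33e-06).

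In all, 427 probe sets of 308 genes rose, and 426 of 289 genes fell, at an adjusted p under 0.05. At an unadjusted p under 0.05 the counts were 3776 and 4203. With a Bonferroni correction over all probe sets, added after the data were seen, 86 probe sets of 66 genes rose and 46 of 31 genes fell. The median size of the 853 changes was 0.362 on the log2 scale. On the values as deposited, without quantile normalization, 297 were higher and 489 lower. The 853 became 333 without run 1, 208 without run 2 and 491 without run 3. Of the 86 probe sets that the paper's supplement gives for calcitriol at 7 days, 86 had the stated direction and 70 passed the adjusted threshold in it, but the study chose them on these arrays, which is not independent evidence.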

There were 35 genes significantly downregulated by −1.07- to −1.84-fold following 7 days of calcitriol + DM (Supplemental Table II). 

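NETO2, a transmembrane protein that modulates glutamate receptors, fell by 1.25 on the log2 scale after 7 days of calcitriol (10 nM) + DM (standard error 0.0624, adjusted p = 1.16e-10 from limma, 3 arrays per group) and by 1.16 at its other probe set. The gene lies on chromosome 16 of GRCh38.p14 from 47077703 to 47143945. PLPPR4, a lipid phosphatase-related membrane protein, fell by 1.05 (SE 0.11, adjusted p = 4.3e-06), and so did DIO2, the deiodinase that activates thyroid hormone (SE 0.122, adjusted p = 1.75e-05). CAV1, the main protein of caveolae, fell by 0.41 (adjusted p = 5.1e-06).

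Interferon-stimulated genes fell as a group. Of 25 measured, 14 were lower and 0 were higher (22 lower when adjusted over the list alone, and 16 with the probe set of smallest p of each gene), with a median log2 difference of -0.45 (camera adjusted p = 4.1e-27, but adjusted p = 0.148 with an estimated correlation). IFI6, the paper's GIP3, on chromosome 1 from 27666064 to 27672192, encodes a mitochondrial protein induced by interferon alpha and fell by 1.21 (SE 0.171, adjusted p = 0.000221). IFITM1, which blocks virus entry, fell by 0.90 (SE 0.17, adjusted p = 0.00458). IFI27 fell by 0.93 (adjusted p = 0.00498, and 0.0758 without run 3). BST2, which tethers virus particles to the cell, fell by 0.59 (adjusted p = 0.00216, and 0.0535 without run 3). Within runs 1, 2 and 3 the median of the list lay at -0.343, -0.342 and -0.644 from vehicle + DM. The other groups also lay below vehicle + DM in part: BM at -0.0828, -0.313 and -0.177, R-568 at the higher dose at -0.142, -0.335 and -0.257, and calcitriol at 0.01 nM at -0.112, -0.103 and -0.565. R-568 at 0.01 nM lay at 0.489 and -0.110 in runs 1 and 2, and paricalcitol at 0.01 nM above vehicle + DM at 0.120 and 0.0525 in runs 2 and 3. EM, which lacks ascorbic acid, dexamethasone and BGP, lay at -0.383 and -0.578 in runs 1 and 2, below calcitriol at 10 nM in both. Against the other groups in DM the median of calcitriol at 10 nM was -0.37, with 18 members lower, against BM it was -0.24, with 1 lower, and against R-568 at the higher dose -0.23, with 1 lower.

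**Figure D1:**
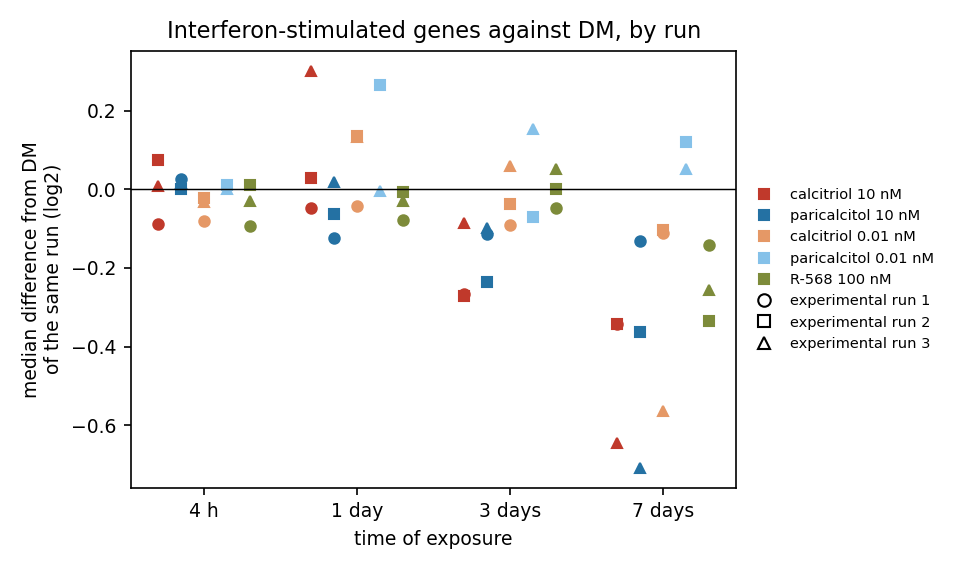
Median log2 difference of the 25 interferon-stimulated genes from vehicle + DM of the same run (vertical axis) at each time point (horizontal axis). Color marks the group and the symbol marks the run; calcitriol at 10 nM lies at -0.343, -0.342 and -0.644 at 7 days.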

For most genes, induction and repression patterns with calcitriol + DM and paricalcitol + DM were virtually identical for significantly regulated genes (Tables I–IV; Supplemental data, Tables I–III).

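NETO2 fell with paricalcitol (10 nM) + DM at 7 days too, by 0.76 on the log2 scale (standard error 0.0624, adjusted p = 2.37e-06 from limma, 3 arrays per group) and by 0.71 at its other probe set (adjusted p = 3.44e-06). DSP, the desmosome protein desmoplakin, rose by 0.43 (SE 0.0511, adjusted p = 0.000251). Of 25 interferon-stimulated genes 2 were lower, IFI6 by -1.01 (adjusted p = 0.0102, but 0.179 without run 2 and 0.217 without run 3) and BST2 by -0.51 (adjusted p = 0.0383, but 0.141 and 0.598). Of the same list 21 were lower when adjusted over the list alone, with a median of -0.34 (camera adjusted p = 1.54e-21, but adjusted p = 0.143 with an estimated correlation). In all, 56 probe sets of 43 genes rose and 40 of 27 genes fell. Their total of 96 became 51 without run 1, 15 without run 2 and 35 without run 3. On the values as deposited, without quantile normalization, 37 were higher and 43 lower with paricalcitol.

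Of the 853 probe sets past the threshold for calcitriol, 847 (99.3%) lay in the same direction with paricalcitol. Much of this comes with the shared controls, since in 20 simulations of unchanged groups the share for a list of this size was 92.1% on average and at most 93.9%. At the threshold 51 were higher with both sterols and 37 were lower with both. Independent lists of these sizes would share 0.437 and 0.312. In the same simulations, lists of these sizes shared 15.3 and 12.2 on average and at most 22 and 17, and at the threshold 0.05 and 0. For 0 probe sets did the sterols change a gene in opposite directions. Over all probe sets the 7-day differences correlated with r = 0.731 across genes, which are not independent replicates. Simulated unchanged groups with a shared control gave r = 0.503. The covariance was 0.00807, against 0.00260 simulated. The 3 control arrays cannot be split, and part of the excess may come from the shared controls. The simulated ranges may also be too narrow for real arrays, on which genes move together.

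**Figure D2:**
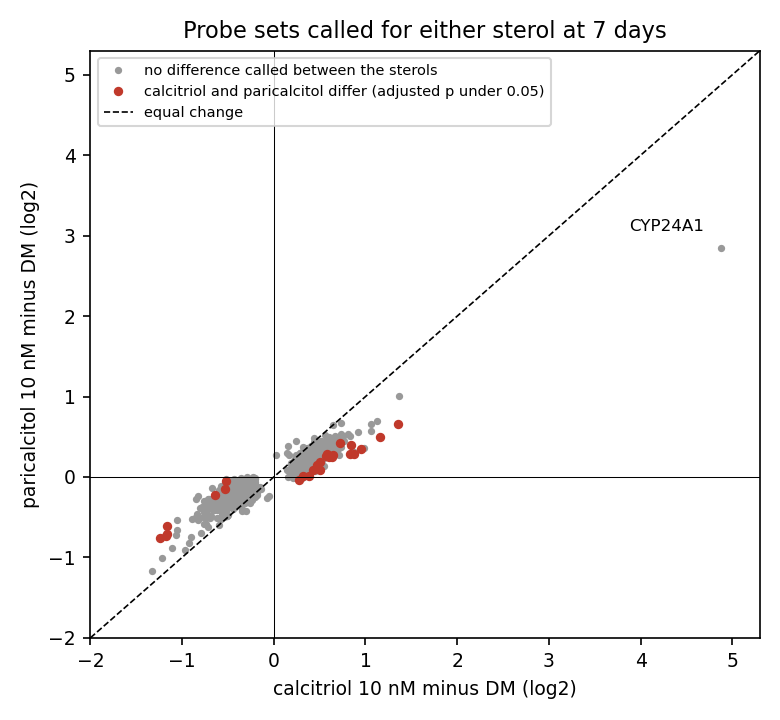
Log2 difference from vehicle + DM at 7 days for calcitriol (horizontal axis) and paricalcitol (vertical axis), both at 10 nM, one point for each of the 861 probe sets past the threshold for either sterol. Red points differ between the sterols at an adjusted p under 0.05, and the dashed line marks equal change. For both sterols 855 of the points (99.3%) lie on the same side of 0. The average was 92.1% for simulated unchanged groups with a shared control.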

**TABLE I:** Calcitriol (10^−8^ M) + DM and Paricalcitol (10^−8^ M) + DM Significantly Modulated Genes Involved in Human Cardiovascular and Skeletal Function,* Compared With DM

Gene	Calcitriol fold change	Paricalcitol fold change	Skeletal disorder	Cardiovascular disorder
BMP4 (7d)	**+1.3**	*+1.1*	Polymorphisms associated with hip BMD	
BMP6 (7d)	**+1.3**	**+1.1**	Rheumatoid arthritis	Found in intimal plaque SMCs
TNFRSF11B (OPG) (7d)	**+1.3**	**+1.3**	Idiopathic hyperphosphatasia (Juvenile Paget's disease)	Elevated in serum of CKD patients and in calcified vessels
CILP (7d)	**+1.5**	**+1.2**	SNIP associated with lumbar disc; crystal deposition in joint disease	
IL-6 (3d)	**+1.3**	*+1.1*		Cardiovascular disease
KCNK3 (7d)	**+1.5**	*+1.2*		Arrhythmia
DSP (7d)	**+1.3**	**+1.2**		Arrhythmogenic ventricular cardiomyopathy
THBD (1d)	**+1.4**	**+1.3**		Coronary heart disease
ENPP1 (7d)	**−1.3**	**−1.2**	Periarticular calcification	Spontaneous infantile arterial calcification
TNC (7d)	**−1.3**	*−1.1*	Polymorphism in Achilles tendon injury	Hypertension. Left ventricular remodeling.
GCLC (3d)	**1.4**	**1.2**		Endothelial vasomotor dysfunction; myocardial infarction
ASPN (7d)	*−1.4*	*−1.3*	Susceptibility to arthritis	
HGF (7d)	**−1.8**	**−1.4**		Hypertension/atherosclerosis/cardiovascular disease
S100A4 (3d)	**−1.5**	**−1.4**	Arthritis	Plexogenic arteriopathy in pulmonary hypertension
CLEC3B (7d)	**−1.7**	**−1.4**	Rheumatoid arthritis	

Affymetrix probe set numbers can be found in Supplemental data, Tables I and II.

BMP, bone morphogenetic protein; OPG, osteoprotegerin; CILP, cartilage intermediate layer protein nucleotide pyrophosphohydrolase; IL-6, interleukin-6; KCNK3, potassium channel, subfamily K, member 3; DSP, desmoplakin; THBD, thrombomodulin; ENPP1, ectonucleotide pyrophosphatase/phosphodiesterase 1; TNC, tenascin C; ASPN, asporin; TGFBR2, transforming growth factor beta receptor 2; HGF, hepatocyte growth factor; S100A4, S100 calcium binding protein A4; CLEC3B, C-type lectin domain family, member B; GCLC, glutamate-cysteine ligase, catalytic subunit.

* Values are for the measurement of maximal change (4 h, 1, 3, or 7 days) for calcitriol (10^−8^ M) + DM. Bold: *P* < 0.001; italics: *P* < 0.05.

**TABLE II:** Calcitriol and Paricalcitol Significantly Modulated Genes Involved in Mouse Cardiovascular and Skeletal Function* Compared With DM

Gene	Calcitriol fold change	Paricalcitol fold change	Skeletal disorder	Cardiovascular disorder
CYP24A1 (3d)	**+11.1**	**+5.5**	Abnormal intramembranous bone formation	
Dkk1 (7d)	*+1.4*	*+1.3*	Fused vertebrae, postaxial polysyndactyly	
HHIP (7d)	**+1.3**	**+1.2**	Controls hedgehog proteins in cartilage; Over-expression leads to short skeleton like Ihh knockout	
TGFB2 (3d)	**+1.8**	**+1.5**	Craniofacial chondrogenesis/defects in bones	Cardiovascular defects
DSP (7d)	**+1.3**	**+1.2**		Lethal heart defects, ventricular dysfunction, myocyte apoptosis, larger ventricles
Wnt5A (3d)	**−1.3**	*−1.3*	Chondrocyte differentiation defect; lack of limb outgrowth	Congenital heart disease; truncus arteriosus
CLEC3B (7d)	**−1.7**	**−1.4**	Spinal deformity	
THBS1 (7d)	*−1.6*	**−1.1**		Thrombus in injured vessel

Affymetrix probe set numbers can be found in Supplemental data, Tables I and II.

CYP24A1, cytochrome P450, family 24, subfamily A; Dkk1, Dickkopf-related protein 1; HHIP, hedgehog interacting protein; TGFB2, transforming growth factor beta 2; DSP, desmoplakin; Wnt5A, wingless-type MMTV site family member 5A; CLEC3B, C-type lectin domain family, member B; THBS1, thombospondin.

* Mouse phenotypes are described for genes, some of which lack direct human disease data. Values are for the measurement of maximal change (4 h, 1, 3, or 7 days) for calcitriol (10^−8^ M) + DM as compared to DM. Bold: *P* < 0.001: italics: *P* < 0.05.

**TABLE III:** Other Calcitriol (10^−8^ M) + DM and Paricalcitol (10^−8^ M) + DM Significantly Modulated Genes* Compared With DM

Gene	Calcitriol fold change	Paricalcitol fold change	Gene function family
NLRP1 (3d)	**+1.4**	**+1.2**	Apoptosis
GIP3 (7d)	**−1.8**	**−1.7**	Cytokine
COL22A1 (3d)	**+1.4**	**+1.2**	Extracellular matrix
MAPK13 (3d)	**+1.3**	**+1.1**	Cell cycle/signal transduction
SLC22A3 (3d)	**+2.1**	**+1.8**	Cationic channel/transporter
GCLC (3d)	**+1.4**	**+1.2**	Anti-oxidant

Affymetrix probe set numbers can be found in Supplemental data, Tables I and II.

NLRP1, NACHT-leucine-rich-repeat and PYD-(pyrin-domain)-containing-1; GIP3, interferon, alpha-inducible protein; COL22A1, collagen type 22, alpha 1; MAPK13, mitogen-activated-protein-kinase 13; SLC22A3, solute-carrier-family-22; GCLC, glutamate-cysteine ligase, catalytic subunit.

* Values are at the measurement of maximal change (4 h, 1, 3, or 7 days) for calcitriol (10^−8^ M) + DM. Bold: *P* < 0.001.

**TABLE IV:** Branched DNA (bDNA) Analysis of Human CASMC Gene Expression After 7 Days of DM, Calcitriol + DM or Paricalcitol + DM Exposure

	Fold change	
	
Gene	Cal + DM vs. DM	Par + DM vs. DM
Alkaline phosphatase (ALP)	**1.47**	1.31
Matrix gla protein (MGP)	1.08	−1.10
Fibrillin 1 (FBN1)	1.04	1.08
Osteoprotegerin (TNFRSF11B)	**2.13**	**1.82**
Secreted frizzled related protein-3 (FRZB)	−1.25	−1.08
Ectonucleotide pyrophosphatase/phosphodiesterase 1 (ENPP1)	**−1.52**	−1.40
Runt related transcription factor 2 (RUNX2)	1.04	−1.09

Cal, calcitriol; Par, paricalcitol; DM, differentiation medium.

The data were normalized to cyclophilin levels and then were transformed using log_2_.

The values displayed here are fold change (or negative reciprocal if fc < 1) of the treatment 1–treatment 2, where treatments 1 and 2 are given as column names.

Bold values indicate fold changes are not equal to 1 (*P* < 0.05).

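On the scale of the paper's folds, which is 2 to the power of the deposited difference, SULT1E1 rose 1.92-fold and ITGA8, an integrin subunit, 1.74-fold at 7 days of calcitriol (10 nM) + DM, and KRT14 rose 1.52-fold. NETO2 stood at -1.82-fold, IFI6 at -1.79-fold and HGF, hepatocyte growth factor, at -1.76-fold. A fold of 1.3 on that scale was reached at an adjusted p under 0.05 from limma, at any of the 4 time points and with either sterol at 10 nM, by 80 probe sets of 59 genes in the upward direction and by 91 of 58 genes downward. With an unadjusted p under 0.05 there were 91 of 67 genes and 135 of 88 genes, and with the Bonferroni correction, added after the data were seen, 70 of 51 genes and 29 of 18 genes. Read as linear folds of the intensities, which takes the deposited values as natural logs, 216 probe sets of 151 genes and 236 of 161 genes passed with the adjusted p.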

When assessing the significantly altered genes using a 1.3-fold change threshold for any one time point and any one treatment, 31 genes were upregulated with fold changes ranging from 1.3 to 10.1 and 14 genes were downregulated with fold changes of −1.3 to −1.84 (Supplemental Tables I and II). For Tables I and II in Results Section, treatment-induced gene expression alterations were identified as those genes that were significantly (*P* < 0.05) and substantially (fold change >1.3) altered at any time point following any treatment. Thus, if a gene was found significantly elevated at day 7 for calcitriol + DM the corresponding value for the same time point for paricalcitol + DM (even though not significant) was included in Tables I and II for comparison. Supporting the validity for a 1.3-fold cut-off, the majority of genes identified with altered expression by 7 days of exposure had expression changes in the same direction at one or more of the earlier time points (Supplemental Tables I and II). In contrast to the significant effects observed with the supraphysiological concentrations of vitamin D sterols, the 10^−11^ M concentration had no effect on calcification or gene expression in vitro (data not shown). 

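GEM, a small GTPase that restrains calcium channels, rose by 0.92 on the log2 scale at 1 day and 1.01 at 3 days of calcitriol (10 nM) + DM (adjusted p = 1.41e-09 and 2.13e-10 from limma, 3 arrays per group). OSR2, a transcription factor of limb and tooth development, rose by 0.99 at 1 day (standard error 0.0922, adjusted p = 1.07e-05) and 1.05 at 3 days (adjusted p = 6.15e-07). EFL1 rose by 1.08 at 1 day and 1.02 at 3 days (adjusted p = 1.41e-09 and 2.68e-09). S100A4, a calcium-binding protein of migrating cells, fell by 0.81 at 3 days (SE 0.0641, adjusted p = 1.01e-07). In contrast, SULT1E1 stood at 0.10 (SE 0.0833, adjusted p = 1.00), IFI6 at 0.29 (SE 0.116) and HGF at -0.03 (SE 0.0547) at 1 day.

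Of the 70 probe sets of the paper's supplement past the threshold at 7 days, 69 had the same direction at 1 or more of the earlier times, where tossing a coin gives 87.5%. The direction was the same for 51 at 4 h, 56 at 1 day and 68 at 3 days, and 46 passed the threshold in that direction at an earlier time. The study chose these probe sets on these arrays. Of all 853 probe sets past the threshold at 7 days, 818 (95.9%) had the same direction at 1 or more earlier times, 185 passed the threshold there and 1 passed it in the opposite direction. All differences from vehicle + DM at one time share their control arrays, but different times share none. From the directions at earlier times, the paper argues that a cutoff of 1.3-fold is justified.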

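CYP24A1, the hydroxylase that starts the breakdown of vitamin D sterols and a direct target of the vitamin D receptor, was within error of vehicle + DM with either sterol at 0.01 nM, but vehicle + DM lay at 5.79 to 6.77, below the median of 7.13 of 20 background genes of other tissues, so a fall would be hard to see. With calcitriol its log2 difference was -0.13 (95% interval -0.42 to 0.17) at 4 h, -0.08 (-0.30 to 0.15) at 1 day, -0.04 (-0.26 to 0.17) at 3 days and 0.07 (-0.83 to 0.97) at 7 days, with 3 arrays per group. For paricalcitol, with 2 arrays, it was -0.16 (-0.49 to 0.18), -0.06 (-0.32 to 0.20), 0.04 (-0.20 to 0.29) and 0.01 (-1.01 to 1.03). At 7 days 0 probe sets passed an adjusted p of 0.05 in limma for either sterol at this dose. At an unadjusted p under 0.05 there were 3583 for calcitriol and 2256 for paricalcitol. A fit of the compared groups alone gave 356 and 134 past the adjusted threshold at 7 days. At 4 h, 1 day and 3 days the adjusted counts were also 0 for both sterols, with 2823, 1953 and 7232 at an unadjusted p under 0.05 for calcitriol and 2860, 1896 and 6298 for paricalcitol.

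Averaged over the 4 times in a fit of 96 arrays, 519 probe sets of 361 genes were higher and 139 of 113 genes lower with calcitriol at 0.01 nM than with vehicle + DM, with a median size of 0.130 on the log2 scale and 0 reaching 1.3-fold. Their total of 658 became 0, 1 and 2 without runs 1, 2 and 3, and 2 without the run in the model. With paricalcitol at 0.01 nM 40 were higher and 3 lower on average over the times, and their total of 43 became 2, 2 and 23 without runs 1, 2 and 3.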

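CYP24A1 rose by at least 5.00 on the log2 scale after 3 days of calcitriol (10 nM) + DM (standard error 0.104, adjusted p = 3.84e-18 from limma, 3 arrays per group) and by at least 3.59 with the same dose of paricalcitol (adjusted p = 3.54e-15). In vehicle + DM it lay at 6.06 to 6.36 at 3 days and 5.79 to 6.06 at 7 days, below the median of 7.13 of 20 background genes of other tissues and near their lowest of 6.15, so these increases are lower bounds. The difference between the sterols at 3 days was 1.40 (95% interval 1.19 to 1.62, adjusted p = 4.84e-07). At 7 days the increases were at least 4.87 (SE 0.433, adjusted p = 5.92e-07) and 2.85 (adjusted p = 0.00316, and 0.0687 without run 1). Their difference was 2.03 (interval 1.13 to 2.93), with an adjusted p of 0.139 over all probe sets, 0.00958 in a fit of these arrays alone and 2.1e-06 without run 2. On the paper's scale the increases were at least 11.0- and 10.4-fold with calcitriol and 5.62- and 3.93-fold with paricalcitol. At 1 day the difference was 0.90 (interval 0.68 to 1.13, adjusted p = 0.00432, but 1.00 without run 1 and 0.288 without run 3). At 4 h it was 0.09 (interval -0.21 to 0.38, adjusted p = 0.883).

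ITGA8, an integrin subunit of smooth muscle, differed between the sterols by 0.65 at 7 days at 1 probe set (interval 0.52 to 0.79, adjusted p = 0.000108), higher with calcitriol, and CILP, a cartilage matrix protein, by 0.58 (interval 0.45 to 0.72, adjusted p = 0.000319, and 0.064 without run 2). In all, 20 probe sets were higher and 9 lower with calcitriol than with paricalcitol at 7 days, a total of 29 that became 4, 4 and 14 without runs 1, 2 and 3. A fit of these arrays alone gave 1 probe set, that of CYP24A1, with 0 shared with the 29, and the calls of ITGA8 and CILP were lost there (adjusted p = 0.313 and 0.248). At 4 h 0 probe sets differed, with 4242 at an unadjusted p under 0.05. Of the 853 probe sets past the threshold for calcitriol at 7 days, 834 (97.8%) had the larger change with calcitriol and the median ratio of paricalcitol to calcitriol was 0.563. These were chosen on the calcitriol arrays, which favors the larger size there. Of the 96 past the threshold for paricalcitol, 80 still had the larger change with calcitriol, with a median ratio of 0.708. At 3 days the larger change was with calcitriol for 346 of 349 and at 1 day for 122 of 127, lists also chosen on the calcitriol arrays. Among those past the threshold for paricalcitol it was 68 of 72 at 3 days and 35 of 41 at 1 day.

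**Figure D3:**
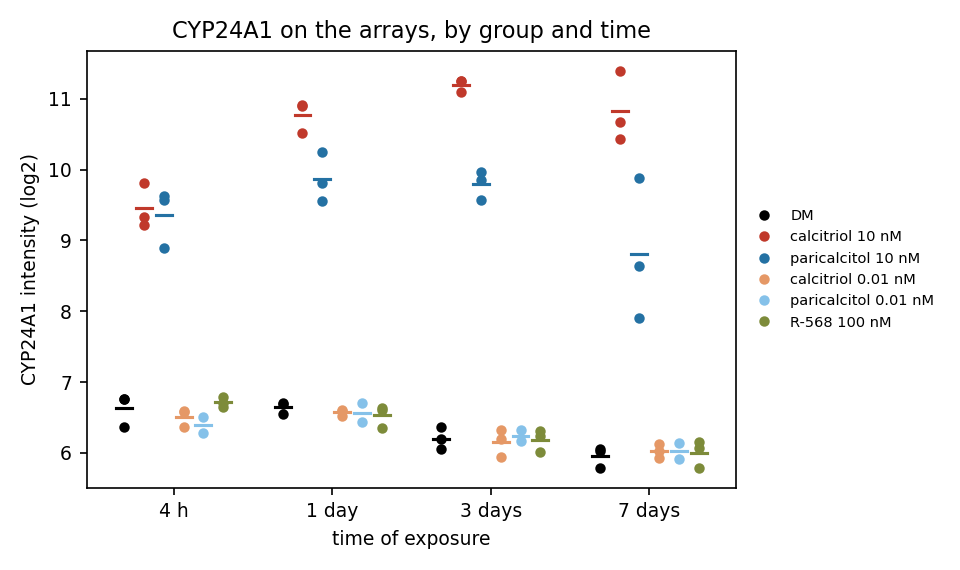
Log2 intensity of CYP24A1 on each array (points) by group and time point; the bar is the mean of a group. Calcitriol and paricalcitol at 10 nM stand above vehicle + DM at every time, by at least 5.00 and 3.59 at 3 days.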

In general, when administered at the same concentration (10^−8^ M), calcitriol exerted a more pronounced effect on CASMC gene regulation than paricalcitol (e.g., CYP24A1 mRNA increased 11.1- and 10.1-fold with calcitriol and 5.5- and 3.9-fold with paricalcitol at 3 and 7 days, respectively). In pre-clinical studies, calcitriol was about threefold more potent compared with paricalcitol to decrease PTH secretion from parathyroid glands [Slatopolsky, 1998]; and, clinically, a three to fivefold higher dose of paricalcitol is administered to achieve the same lowering effect on PTH secretion. In contrast to the altered gene expression profiles in response to vitamin D sterols (10^−8^ M), no significant changes were observed with R-568 (10^−7^ M) + DM. 

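CYP24A1 in R-568 + DM at the higher dose differed from vehicle + DM by 0.08 on the log2 scale at 4 h (95% interval -0.22 to 0.37, 3 arrays per group), -0.12 at 1 day (-0.35 to 0.11), -0.02 at 3 days (-0.23 to 0.20) and 0.04 at 7 days (-0.86 to 0.94). Of 25 interferon-stimulated genes, 0 passed the threshold at 7 days (2 lower when adjusted over the list alone), with a median of -0.25 (camera adjusted p = 2.87e-14, but adjusted p = 0.850 with an estimated correlation). Of 18 contractile genes of smooth muscle 0 passed (0 when adjusted over the list alone), with a median of -0.04 (camera adjusted p = 0.00392, and adjusted p = 0.850 with an estimated correlation). In limma 0 probe sets passed an adjusted p of 0.05 at 4 h, 1, 3 or 7 days, and 1639, 2530, 1202 and 4870 had an unadjusted p under 0.05. A fit of the R-568 and vehicle arrays alone gave 1 at 7 days. Averaged over the 4 times, 24 probe sets were higher and 11 lower, all by less than 1.3-fold. Their total of 35 became 4, 1175 and 0 without runs 1, 2 and 3. Linear folds are meant here and for 0.01 nM below. On the paper's scale, 0 reached 1.3-fold over times at the higher dose, and 0 higher and 2 lower did at 0.01 nM. With R-568 at 0.01 nM, with 2 arrays at each time, 0 passed at any single time, and 354 at 7 days in a fit of the compared groups alone. Averaged over the 4 times 1055 were higher and 540 lower, 8 of them by 1.3-fold or more, and their total of 1595 became 3253, 96 and 84 without runs 1, 2 and 3.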

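ALPL, the tissue-nonspecific alkaline phosphatase that removes the mineralization inhibitor pyrophosphate, lies on chromosome 1 of GRCh38.p14 from 21508984 to 21578410. After 3 days of calcitriol (10 nM) + DM its log2 level was 0.31 higher than with vehicle + DM (standard error 0.0556, adjusted p = 0.00539 from limma, 3 arrays per group, and 0.238 without run 3). After 7 days it was 0.19 higher (SE 0.045, adjusted p = 0.0359), which is 1.09-fold on the paper's scale. Without runs 1, 2 and 3 the 7-day adjusted p was 0.153, 0.473 and 0.226, and it was 0.241 on the values as deposited, 0.0958 in a fit of these arrays alone, and 0.268 and 0.929 with the run as a random effect or left out. With paricalcitol at 10 nM the difference was 0.27 at 3 days (SE 0.0556, adjusted p = 0.055) and 0.18 at 7 days (SE 0.045, adjusted p = 0.123). All 4 differences were positive, and the intervals of the sterols overlap. The paper's RNase protection and branched DNA values also put alkaline phosphatase mRNA higher with both sterols. The branched DNA value is marked as significant for calcitriol alone.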

ALP expression was significantly elevated on microarrays for both vitamin D sterols + DM (*P* < 0.05) (Supplemental Table I).

Genes identified as being modulated by Vitamin D sterol + DM are involved in multiple cellular processes, including vitamin D metabolism, apoptosis, cell cycle, mineralization and cardiovascular pathways (Supplemental Tables I and II). 

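Of 22 target genes of the vitamin D receptor, 2 rose and 0 fell after 7 days of calcitriol (10 nM) + DM (2 when adjusted over the list alone). These were CYP24A1 and IGFBP3, and the camera adjusted p was 0.00616 (adjusted p = 0.210 with an estimated correlation). With paricalcitol the same 2 genes rose (2 when adjusted over the list alone), IGFBP3 by 0.36 on the log2 scale (adjusted p = 0.0121 from limma, but 0.132 without run 1 and 0.251 without run 2), and CYP24A1 lost its call without run 1. The list passed at the preset correlation (camera adjusted p = 0.00257, but adjusted p = 0.260 with an estimated correlation). None of 27 cell division genes passed with calcitriol (0 when adjusted over the list alone; camera adjusted p = 0.313) or paricalcitol, where the median was -0.07 (camera adjusted p = 0.00343, but adjusted p = 0.747 with an estimated correlation). Of 7 mineralization inhibitors TNFRSF11B, a decoy receptor of bone resorption, rose and ENPP1, which makes pyrophosphate, fell with calcitriol (2 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.740). Of 16 osteoblast genes ALPL alone passed at the brightest probe set of each gene (1 when adjusted over the list alone; adjusted p = 0.753), and with the probe set of smallest p 2 also fell, IBSP and RUNX2. Of 6 phosphate transporters 0 passed (0 when adjusted over the list alone; adjusted p = 0.974).

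Genes of the matrix went both ways. Of 24 collagens 5 rose and 0 fell at the brightest probe set of each gene (7 and 6 when adjusted over the list alone; camera adjusted p = 0.695), but with the probe set of smallest p 5 rose and 3 fell, COL6A1, COL8A1 and COL12A1. Of 28 matrix proteins and remodeling enzymes 4 rose and 2 fell (8 and 4 when adjusted over the list alone, 4 and 3 with the probe set of smallest p; adjusted p = 0.292). LOX, the oxidase that crosslinks collagen and elastin, rose by 0.33 (standard error 0.0402, adjusted p = 3.4e-05 from limma, 3 arrays per group). Of 18 contractile genes of smooth muscle SYNPO2 rose and CAV1 fell, the latter by 0.25 at the probe set of the list (adjusted p = 0.000662, but 0.0559 without run 1 and 0.122 without run 2). Adjusted over the list alone 3 rose and 2 fell, and with the probe set of smallest p 1 and 2 (camera adjusted p = 0.974). Of 14 chondrocyte genes 1 rose, CILP (4 when adjusted over the list alone; camera adjusted p = 0.0298, but adjusted p = 0.148 with an estimated correlation). The lists of collagens, osteoblast genes and phosphate transporters have a median, mean and test that differ in sign.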

Focusing on genes with a high probable involvement in VC, we identified the time point of maximal fold change (calcitriol + DM or paricalcitol + DM as compared to DM alone) for the significantly regulated genes with known skeletal or cardiovascular function in human (Table I) and mouse (Table II). 

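CYP24A1 rose by at least 4.12 on the log2 scale after 1 day of calcitriol (10 nM) + DM (standard error 0.108, adjusted p = 6.24e-15 from limma, 3 arrays per group) and by at least 3.22 with paricalcitol (adjusted p = 6.91e-13), lower bounds because vehicle + DM lay near background. IGFBP3 stood highest at 3 days of calcitriol, with 0.79 (SE 0.0461, adjusted p = 1.42e-09) and 0.98 at its probe sets (adjusted p = 1.24e-05). IBSP, the bone sialoprotein of mineralized matrix, fell by 0.63 at 3 days at 1 of its probe sets (SE 0.0788, adjusted p = 6.99e-05). WNT5A, a secreted Wnt ligand, fell by 0.47 and 0.61 at its probe sets at 3 days (adjusted p = 0.000204 and 0.000675). AQP1, a water channel, fell by 0.48 at 1 day (SE 0.0534, adjusted p = 8.71e-05). The differences between times of a gene were tested only between 7 days and 1 day.

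Of the 95 probe sets of the paper's supplement, 77 passed the threshold with calcitriol at 1 or more times. Their largest change was at 1 day for 2, at 3 days for 17 and at 7 days for 58. With paricalcitol 41 passed, with the largest change at 4 h for 1, at 1 day for 4, at 3 days for 9 and at 7 days for 27. Over all probe sets, 1050 passed with calcitriol at 1 or more times, with the largest change at 4 h for 1, at 1 day for 64, at 3 days for 174 and at 7 days for 811. Among the times that the paper lists, the largest change of calcitriol fell at the same time here for 90 of the 95. A probe set with 1 listed time matches by construction. The paper's folds also come from these arrays, so the match is not independent evidence.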

As a positive control for vitamin D sterol effect we used the vitamin D metabolizing enzyme, cytochrome P450, family 24, subfamily A (CYP24A1), which is upregulated in most vitamin D target tissues in response to vitamin D [Kato et al., 2007]. 

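After 4 h of calcitriol (10 nM) + DM, CYP24A1 rose by at least 2.82 on the log2 scale (standard error 0.141, adjusted p = 1.23e-09 from limma, 3 arrays per group), and with paricalcitol by at least 2.73 (adjusted p = 2.2e-09), lower bounds because vehicle + DM lay near background. The gene lies on chromosome 20 of GRCh38.p14 from 54143538 to 54173986. Only 3 other probe sets passed the threshold with calcitriol at 4 h. GEM, a small GTPase on chromosome 8 from 94249253 to 94262319, rose by 0.64 (SE 0.0734, adjusted p = 0.000956, but 0.235 without run 1 and 0.596 without run 3). FAM43A rose by 0.42 (SE 0.0631) and EFL1, a GTPase of ribosome maturation, by 0.41 (SE 0.0617), each with an adjusted p of 0.0338. Without run 2 the adjusted p was 0.288 for FAM43A and 0.106 for EFL1, and it was 1.00 for both without run 1 and without run 3. With paricalcitol GEM rose by 0.53 (adjusted p = 0.0119, but 0.369 without run 1 and 0.984 without run 3), EFL1 rose by 0.45 (adjusted p = 0.0119, but 1.00 without run 1 and 0.37 without run 3) and 0 others passed. The 4 probe sets of calcitriol became 1, 2 and 1 without runs 1, 2 and 3, and the 3 of paricalcitol became 1, 1016 and 1.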

CYP24A1 mRNA showed an early response (by 4 h), and was the most dramatically changed of all the transcripts (Table I and Supplemental Table I). 

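KCNK3, a two-pore potassium channel that sets the resting potential of muscle cells, stood 0.19 higher on the log2 scale after 4 h of calcitriol (10 nM) + DM (standard error 0.0707, unadjusted p = 0.0142 and adjusted p = 1.00 from limma, 3 arrays per group) and 0.22 higher with paricalcitol (unadjusted p = 0.00495, adjusted p = 0.337). GCLC, the catalytic subunit of the enzyme that limits glutathione synthesis, stood 0.30 higher with either sterol (SE 0.0553, unadjusted p = 3.03e-05 and adjusted p = 0.318 with calcitriol, 2.47e-05 and 0.186 with paricalcitol). THBD, the endothelial anticoagulant receptor thrombomodulin, stood 0.37 higher with calcitriol (SE 0.108, unadjusted p = 0.00291) and 0.31 higher with paricalcitol (unadjusted p = 0.01), with adjusted p-values of 1.00 and 0.341. With array weights the adjusted p with calcitriol was 0.0456 for KCNK3, 0.00116 for GCLC and 0.0376 for THBD. A fit of the calcitriol and vehicle arrays alone gave 0.00786 for GCLC and 0.00444 for THBD. By 1 day of calcitriol KCNK3 had risen by 0.74 (SE 0.063, adjusted p = 3.06e-06) and THBD by 0.71 (SE 0.0755, adjusted p = 4.84e-05).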

Other genes significantly regulated by 4 h were the potassium channel subfamily K, member 3 (KCNK3), the antioxidant, glutamate-cysteine ligase, catalytic subunit (GCLC) and thrombomodulin (THBD).

### Gene Expression Confirmation by bDNA Analysis and Protein Expression

To validate the gene expression changes detected by in the above analyses, bDNA analysis was performed for a subset of identified genes to include genes believed to be involved in calcification that were upregulated, downregulated, and unchanged by exposure to vitamin D sterols in DM. The upregulated gene set included ALPL and tumor necrosis factor (receptor) superfamily member 11B (TNFRSF11B, also known as osteoprotegerin, OPG). The downregulated gene set included secreted frizzled related protein 3 (FRZB), MGP and ectonucleotide pyrophosphatase/phosphodiesterase 1 (ENPP1). The unchanged gene set included fibrillin 1 (FBN1) and Runx2. The expression patterns determined by bDNA analysis were similar to those identified by the microarray analysis (Table IV, Supplemental Tables I–III). 

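On the arrays TNFRSF11B (osteoprotegerin), a decoy receptor for the osteoclast factor RANKL, rose by 0.56 on the log2 scale after 7 days of calcitriol (10 nM) + DM (standard error 0.0788, adjusted p = 0.000236 from limma, 3 arrays per group), which is 1.31-fold on the paper's scale. With paricalcitol it rose by 0.52 (adjusted p = 0.00316, but 0.0532 without run 1 and 0.112 without run 2). ENPP1, the enzyme that makes the mineralization inhibitor pyrophosphate, fell by 0.56 with calcitriol (SE 0.0605, adjusted p = 5.99e-06), or -1.31-fold on the paper's scale. With paricalcitol it fell by 0.38 (adjusted p = 0.0059, and 0.104, 0.176 and 0.109 without runs 1, 2 and 3). FRZB, a secreted inhibitor of Wnt, had a log2 difference of -0.29 with calcitriol (SE 0.082, adjusted p = 0.0799, but 0.0126 in a fit of these arrays alone and 0.0123 with array weights) and -0.15 with paricalcitol (adjusted p = 0.465). MGP, a matrix protein that inhibits calcification, differed by -0.01 with calcitriol (95% interval -0.14 to 0.12) and -0.08 with paricalcitol (-0.21 to 0.05). FBN1, the microfibril protein fibrillin, differed by -0.02 (-0.14 to 0.11) and 0.06 (-0.06 to 0.18).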

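RUNX2, the transcription factor that starts osteoblast differentiation, lies on chromosome 6 of GRCh38.p14 from 45328330 to 45551082 and has 6 probe sets on the array. At the brightest of them the log2 level was 0.56 higher in BM than in EM at 7 days (standard error 0.112, adjusted p = 0.00439 from limma, 3 arrays of BM and 2 of EM, but 0.462 without run 1). At another it was 0.40 higher (SE 0.0712, adjusted p = 0.00117, but 0.133 without run 1 and 0.102 without run 2). The others lay between -0.05 and 0.31 and did not pass the threshold. All but the brightest were chosen after their values were seen. At 3 days this second probe set was 0.46 higher in BM (SE 0.0665, adjusted p = 0.000136). The addition of BGP moved the brightest probe set of RUNX2 by 0.06 (95% interval -0.15 to 0.26) and the other by 0.01 (-0.12 to 0.14) at 7 days of DM against BM.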

Of note Runx2 expression was not altered by AA + DEX or DM, as seen with the microarray analysis. In addition, protein expression at day 7 was determined for TGFβ2 (upregulated) and HGF (downregulated) (Fig. 3) after exposure to calcitriol + DM, paricalcitol + DM, and R-568 + DM. The protein expression patterns for HGF and TGFβ2 were consistent with those identified by the microarray analysis (Tables I and II).

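HGF mRNA, which encodes hepatocyte growth factor, fell by 1.18 on the log2 scale after 7 days of calcitriol (10 nM) + DM (standard error 0.0777, adjusted p = 6.16e-09 from limma, 3 arrays per group) and by 1.17 at another probe set. With paricalcitol it fell by 0.73 (adjusted p = 7.33e-05) and 0.61 (adjusted p = 0.000381). Further HGF probe sets changed less, and stood at -0.77, -0.76 and -0.46 with calcitriol and at -0.50, -0.43 and -0.30 with paricalcitol. The gene lies on chromosome 7 of GRCh38.p14 from 81699010 to 81770047. TGFB2, on chromosome 1 from 218345336 to 218444619, encodes a growth factor of the TGF-beta family. It rose with calcitriol by 1.06 (SE 0.1, adjusted p = 1.12e-06) and 1.13 at another probe set (adjusted p = 1.06e-06). With paricalcitol it rose by 0.66 at the first (adjusted p = 0.00303, but 0.0623 without run 1 and 0.053 without run 2) and 0.70 at the second (adjusted p = 0.00282, but 0.085 without run 2 and 0.0884 without run 3). R-568 at the higher dose left HGF at -0.08 (95% interval -0.24 to 0.08) and -0.12 (-0.27 to 0.04). For TGFB2 its differences were -0.02 (-0.23 to 0.19) and -0.01 (-0.23 to 0.21).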

**Fig. 3:**
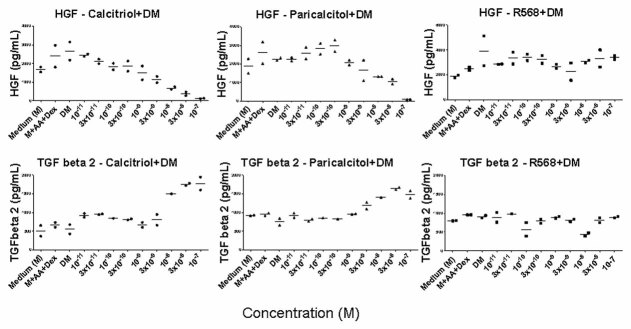
Protein analysis in culture medium of human CASMCs after 7 days of DM, calcitriol + DM or paricalcitol + DM exposure confirms microarray profile. Upper three panels: HGF after calcitriol, paricalcitol and R-568 exposure, respectively. Lower three panels: TGFβ2 after calcitriol, paricalcitol and R-568 exposure, respectively. Each point on the dose–response curves represents results from one out of two experiments. Each experiment was performed on duplicate plates (n = 2 wells/plate/concentration); thus n = 4 wells total/concentration. Each concentration was assayed in duplicate wells (after n = 4 wells were pooled into n = 2 wells), hence the two points per concentration on graphs. M + AA + DEX + BG*P* = DM.

### Vitamin D Response Element Analysis

To identify possible mechanism of transcriptional regulation of genes associated with CASMC calcification we sought to locate putative VDREs in the promoters of regulated genes and to determine the VDR expression of CASMC. Promoter analyses demonstrated that the promoters of all of the regulated genes identified contained at least one putative VDRE (Supplemental Tables I and II). RNase protection assays with total RNA isolated from culture expanded primary CASMC confirmed the presence of VDR mRNA in CASMCs (Fig. 4A). In contrast, we were unable to identify CaSR transcripts in CASMC (Fig. 4B). Both VDR and CaSR transcripts were present in RNA isolated from kidney (positive control), but not yeast (negative control) (Fig. 4). The absence of CaSR mRNA was consistent with lack of CASMC response to calcimimetic R-568.

**Fig. 4:**
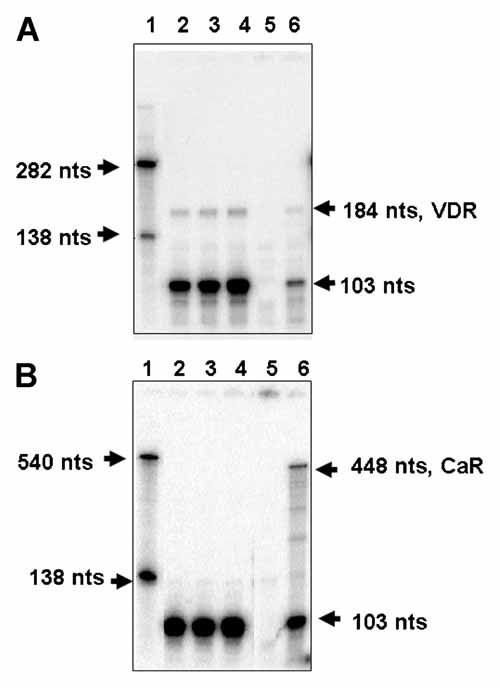
Human CASMCs express vitamin D receptor (VDR), but not calcium sensing receptor (CaSR), mRNA by RNase protection assays. **A**: The 282 nt VDR probe protected a 184 nucleotide (nt) fragment. **B**: The 540 nt CaR probe protected a 448 nt fragment. The 138 nt cyclophilin (cyclo) probe protected a 103 nt fragment. Lane 1: Probe; lanes 2 and 3: CASMC lot number 3F0246; lane 4: CASMC lot number 00077; lane 5: yeast (negative control); lane 6: kidney (positive control).

## DISCUSSION

In the present study, we tested the hypothesis that enhanced CASMC calcification is associated with altered expression of genes under transcriptional regulation by vitamin D sterols. Consistent with this hypothesis, mineral deposition by CASMC in the presence of phosphate-containing DM was enhanced in a dose-dependent manner by calcitriol and paricalcitol over 7 days. This vitamin D sterol-enhanced calcification was correlated with CASMC gene expression changes which began by 4 h after initial exposure, confirming that vitamin D sterols have direct effects on SMC. 

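With calcitriol (10 nM) + DM, KCNK3 passed the threshold at 3 days (log2 change 0.80, standard error 0.0532, adjusted p = 7.6e-09 from limma, 3 arrays per group) as well as at 1 and 7 days, and THBD, thrombomodulin, at 3 days (0.51, SE 0.0571, adjusted p = 1.31e-05) and 1 day. TGFB2 rose by 1.22 at 3 days (SE 0.129, adjusted p = 7.23e-06) and by 1.04 at another probe set (adjusted p = 5.98e-08). Of the 95 probe sets of the paper's supplement, 49 passed an adjusted p of 0.05 at 2 or more of the 4 times with calcitriol, 14 at 3 or more and 1, that of CYP24A1, at all 4. At an unadjusted p under 0.05, 77 passed at 2 or more times. With paricalcitol 12 passed at 2 or more times, 6 at 3 or more and 1 at all 4, and at an unadjusted p under 0.05 it was 70 at 2 or more. The study chose these probe sets on these arrays. Over all 54675 probe sets, 227 passed with calcitriol at 2 or more times and 37 with paricalcitol.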

Although most fold changes in gene expression obtained after exposure to vitamin D sterols + DM, compared with DM, were modest (*P* < 0.001; Tables I–III), they were significant at more than one time point (Supplemental Tables I and II). The modest fold changes were not unexpected given the vitamin D concentration (10^−8^ M) administered in vitro in this study. The gene changes may have been greater with higher vitamin D sterol doses than used here [Wu-Wong et al., 2007a] or in the absence of dexamethasone, which is known to antagonize vitamin D effects in some systems. Although the fold change was generally not greater than 2, it is likely that the totality of gene changes induced by vitamin D sterol + DM treatment, tipped the balance towards the calcification phenotype, with some protective against calcification, and others supporting calcification.

The present study is consistent with some, but not all, past reports of increased phosphate-enhanced calcification of bovine ASMC (BASMC) by vitamin D sterols. In bovine SMC, calcitriol [Shalhoub et al., 2006] and paricalcitol [Shalhoub et al., 2006] increased phosphate-induced calcification and chondro/osteoblastic gene expression. Other studies reported either no effect of calcitriol or paricalcitol on phosphate induced bovine [Wolisi and Moe, 2005] and human SMC calcification [Wu-Wong et al., 2006], or calcitriol-, but not paricalcitol-, induced calcification in rat SMC [Cardus et al., 2007]. Future studies are needed to clarify if differences in experimental design or model systems underlie these conflicting reports.

The lack of effect by R-568 observed in the current study is consistent with the lack of CaSR expression in these CASMCs and with previous reports in bovine ASMC. Although CaSR mRNA was not detected in this study, CaSR mRNA and/or protein and calcimimetic responses were demonstrated in rat and human SMC by others [Farzaneh-Far et al., 2000; Smajilovic et al., 2006; Molostvov et al., 2007; Ivanovski et al., 2009; Alam et al., 2009]. Farzaneh-Far et al. showed that calcium and CaSR agonists induced MGP/promoter reporter expression in rat aorta SMCs. However, CaSR transcripts were not detected and this response was attributed to a separate CaSR-like receptor. Smajilovic et al. demonstrated CaSR mRNA (RT-PCR) and protein (immunocytochemical) in rat aortic SMC, and showed that calcium and neomycin induced proliferation, which was not inhibited by dominant-negative CaSR silencing. This suggested that other receptors/pathways for calcium and neomycin were operative to induce proliferation. Molostvov et al. demonstrated CaSR mRNA (RT-PCR) in human aortic SMCs; and, that responses to CaSR agonists were inhibited by knock-down CaSR-siRNA methods. In addition, Molostov et al. showed that CaSR expression declined with severity of kidney disease in patient vessels. Alam et al. demonstrated CaSR protein (immunohistochemistry) in VSMCs on human arterial sections and in human and bovine SMCs (immunofluorescence or Western blot) in vitro. Alam et al. also showed that the calcimimetic R-568 caused a delay in mineralization of human SMCs cultures, and upregulated CaSR. These experiments supported an anti-mineralization protective role for SMC CaSR. Ivanovski et al. demonstrated that the calcimimetic R-568 inhibited phosphate-induced human aortic SMC mineralization after 10 days in culture medium that contained 1% serum; and, silencing with CaSR-siRNA abrogated this calcimimetic effect. In the present study, we cannot explain why the human CASMCs and, previously, bovine aorta SMCs did not respond to calcimimetic exposure, other than absence of the CaSR. It is likely that different species, donors, culture systems, and assay methods account for these divergent results for the effects of calcimimetics on SMCs.

It is widely believed that VC is a highly regulated, cell-mediated, multi-factorial process associated with the expression of chondro/osseous genes and their protein products [Jono et al., 2000; Tyson et al., 2003]. Two commonly studied osteo/chondrogenic genes, Runx2 and osteocalcin (OC), have been shown to be upregulated in human fetal SMC upon exposure to elevated phosphorus concentrations [Jono et al., 2000]. In contrast, normal adult human SMCs often express osteo/chondrogenic genes, including osteocalcin and Runx2, spontaneously in vitro [Shanahan and Weissberg, 1999; Tyson et al., 2003]. Thus, Runx2 may be regulated differently in fetal and adult SMC [Jono et al., 2000]. 

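At 7 days of calcitriol (10 nM) + DM, the brightest probe set of RUNX2 differed from vehicle + DM by 0.07 on the log2 scale (95% interval -0.13 to 0.28, adjusted p = 0.784 from limma, 3 arrays per group). With paricalcitol it differed by -0.02 (interval -0.23 to 0.18, adjusted p = 0.941). A second RUNX2 probe set fell by 0.26 with calcitriol (standard error 0.0627, adjusted p = 0.033, but 0.102, 0.277 and 0.313 without runs 1, 2 and 3), and stood at -0.23 with paricalcitol (adjusted p = 0.156). At another RUNX2 probe set the differences were -0.27 and -0.21 (adjusted p = 0.203 and 0.394). Its mean log2 level of 6.78 lay below the median of 7.13 of the background genes, so a fall would be hard to see there. The level of the brightest lay above 81.8% of all probe sets over the 96 arrays of the 4 times, and that of the second above 44.4%.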

In this study, we demonstrate that Runx2 and osteocalcin mRNA are expressed in our hCASMCs and their mRNA expression levels were not changed by vitamin D sterol + DM. Further, the expression of Runx2 protein was not changed by DM or vitamin D sterols (data not shown), confirming the findings in a previous report [Wu-Wong et al., 2007a]. Although the expression of these two osteo/chondrogenic genes was not changed, many other genes related to mineralization were altered in vitamin D sterol-treated CASMC resulting in a gene expression pattern indicative of a shift to a mineralizing osteoblast-like cell phenotype [Favus, 2006]. Such a shift is represented by concurrent increases in pro-mineralization gene expression (e.g., ALPL, TGFB2, BMP4 and 6) and decreases in anti-mineralization gene expression (ENPP1) along with changes in IBSP, OPG and the chondrocyte genes, ANXA3, CILP, TNC, ITGA8, and cytokine IL-6. 

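BMP4, a bone morphogenetic protein on chromosome 14 of GRCh38.p14 from 53949736 to 53956891, rose by 0.64 on the log2 scale after 7 days of calcitriol (10 nM) + DM (standard error 0.0501, adjusted p = 8.54e-08 from limma, 3 arrays per group). BMP6, on chromosome 6 from 7726099 to 7881728, rose by 0.50 (SE 0.0526, adjusted p = 4.3e-06). With paricalcitol BMP4 rose by 0.25 (adjusted p = 0.037, and 0.304, 0.267 and 0.217 without runs 1, 2 and 3), and BMP6 stood 0.23 higher (adjusted p = 0.0733). Of 25 genes of BMP and TGF-beta signaling, 5 rose and 1 fell with calcitriol (7 and 3 when adjusted over the list alone; camera adjusted p = 0.0154, but adjusted p = 0.210 with an estimated correlation). The one that fell, TGFBR2, a receptor of TGF-beta, did so by 0.33 (adjusted p = 3.8e-05). With paricalcitol 2 rose (7 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.00115, but adjusted p = 0.143 with an estimated correlation). BMP4, BMP6 and TGFB2 were chosen by the study on these arrays, so the list is not independent evidence for them.

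IBSP, bone sialoprotein, fell by 0.46 at 7 days at 1 probe set (SE 0.0689, adjusted p = 0.000457) and stood at -0.15 at the other (adjusted p = 0.388). Among genes of cartilage and its matrix, CILP rose by 0.87 (SE 0.0653, adjusted p = 4.56e-08), ITGA8 by 1.15 (SE 0.0664, adjusted p = 6.57e-10) and ANXA3, an annexin that binds membranes with calcium, by 0.66 (SE 0.0738, adjusted p = 1e-05). ITGA8 lies on chromosome 10 from 15513954 to 15719922. TNC, the matrix glycoprotein tenascin C, fell by 0.53 (adjusted p = 0.00163, but 0.113 without run 1). IL6, a cytokine of inflammation, rose by 0.49 at 3 days (SE 0.0751, adjusted p = 0.000981, but 0.1 without run 3) and stood 0.58 higher at 7 days (SE 0.253, adjusted p = 0.293). From concurrent increases of pro-mineralization genes and decreases of the anti-mineralization gene ENPP1, along with changes in IBSP, TNFRSF11B, the chondrocyte genes and IL6, the paper describes the pattern as indicative of a shift to a mineralizing osteoblast-like phenotype.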

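Of 28 apoptosis genes, 3 rose and 0 fell after 7 days of calcitriol (10 nM) + DM (3 and 1 when adjusted over the list alone; camera adjusted p = 0.0721). PAWR, a protein that sensitizes cells to apoptosis, rose by 0.34 on the log2 scale (standard error 0.0459, adjusted p = 0.000122 from limma, 3 arrays per group) and by 0.43 at another probe set (adjusted p = 0.000984). Further PAWR probe sets stood 0.26 and 0.29 higher. GADD45B, a stress gene induced by growth arrest and DNA damage, rose by 0.47 (adjusted p = 0.00202, and 0.0559 without run 1). Its relative GADD45A rose by 0.44 (adjusted p = 0.0298, but 0.182 without run 1 and 0.433 without run 2). With paricalcitol 1 member rose, PAWR (4 when adjusted over the list alone), by 0.25 at 1 probe set (adjusted p = 0.0238, and 0.338, 0.166 and 0.401 without runs 1, 2 and 3). The list as a whole shifted upward with paricalcitol (camera adjusted p = 0.00257, and adjusted p = 0.0424 with an estimated correlation). GADD45B is among the genes that the study chose on these arrays.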

Changes in the expression of pro- and anti-apoptotic genes are consistent with the proposed role of apoptosis as a calcification initiator in human CASMC [Reynolds et al., 2004]. In addition to these genes implicitly involved in mineralization, we also observed altered expression of genes normally expressed in heart or skeleton that are associated with cardiovascular or joint diseases including, DSP, THBS1, THBD and HGF, HGF binding protein (CLEC3B), ASPN, S100A4, SLC22A3, KCNK3, HHIP, Dkk1.

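DSP, desmoplakin of the desmosome, rose by 0.61 on the log2 scale after 7 days of calcitriol (10 nM) + DM (standard error 0.0511, adjusted p = 2.14e-07 from limma, 3 arrays per group). KCNK3, a potassium channel of muscle cells, rose by 0.83 (SE 0.0783, adjusted p = 1.12e-06). HHIP, which binds and restrains hedgehog ligands, rose by 0.74 (adjusted p = 0.000134) and by 0.64 at another probe set (adjusted p = 6.77e-06). A further HHIP probe set stood 0.38 higher. S100A4, a calcium-binding protein of motile cells, fell by 0.55 (SE 0.0847, adjusted p = 0.000605). DKK1, a secreted inhibitor of Wnt, rose by 0.74 (adjusted p = 0.0274, but 0.157 without run 1 and 0.158 without run 2). ASPN, a small proteoglycan of cartilage, fell by 0.74 at 1 probe set (adjusted p = 0.0166, but 0.114 without run 1 and 0.0878 without run 3). THBD stood 0.20 higher at 7 days (SE 0.101, adjusted p = 0.372). THBS1, the matrix protein thrombospondin, stood at -0.93 (SE 0.334, adjusted p = 0.188), with -0.10, -2.11 and -0.59 in runs 1, 2 and 3, and its adjusted p was 0.0224 in a fit of these arrays alone.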

This study is limited by the model system used. This study was designed to determine the gene expression changes associated with vitamin D sterol enhancement of VC induced by uremic-like conditions found in secondary HPT. This precluded the use of cells from the second donor that lacked a calcification response to high P, even though they may have calcified in the presence of high P and vitamin D sterols. Therefore, these data can be considered representative of only those patients whose arteries might calcify in the presence of uremic concentrations of phosphate and not of all sHPT patients. Further the cell passage number and differentiation media used in the studies limit the ability to directly compare these results with other reports that used different cell growth conditions. Although the passage 7 cells, used in accordance with earlier studies of human SMCs [Steitz et al., 2001], responded to phosphate and vitamin D sterols, earlier passages were not assessed for calcification potential or gene expression profiles. Therefore we cannot rule out de-differentiation of the cells during expansion. The current experiments used medium containing AA and Dex (10^−9^ M), making comparisons with other studies, performed with EM + BGP alone, difficult due to possible confounding by the effects of these agents on VSMCs. Dexamethasone was used to shorten the mineralization time-line by several days due to its reported enhancement of SMC and human osteoblast mineralization [Cheng et al., 1994; Mori et al., 1999]. However, the inclusion of AA + Dex could, in part, explain differences between CASMC and bovine aorta SMC results [Shalhoub et al., 2006] due to known effects of Dex on differentiation, migration, proliferation, and gene expression profiles in VSMCs [Mori et al., 1999]. 

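COL11A1, a chain of cartilage collagen, differed from vehicle + DM by -0.07 and -0.16 on the log2 scale at its probe sets after 7 days of calcitriol (10 nM) + DM (adjusted p = 0.7 and 0.585 from limma, 3 arrays per group). At 3 days 1 of them stood at -0.15 (standard error 0.0672, unadjusted p = 0.0316, adjusted p = 0.924). MGP, an inhibitor of calcification, stood at -0.18 at 1 day (SE 0.0638, unadjusted p = 0.00919, adjusted p = 0.779) and at 0.08 at 3 days (SE 0.0656, adjusted p = 1.00). FRZB, a Wnt inhibitor, stood lower at 7 days without passing the threshold, and at 0.07 at 3 days (SE 0.0618, adjusted p = 1.00). IL6 rose by 0.46 at 1 day (SE 0.0639, adjusted p = 0.00106, but 0.239 without run 1 and 0.0652 without run 3). In BM against EM at 7 days COL11A1 rose by 0.63 (SE 0.0846, adjusted p = 5.76e-05).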

Although these differences may also be explained, in part, by species differences or use of different passage numbers, some bovine aorta SMC genes modulated after 7 days treatment [Shalhoub et al., 2006] (MGP, FRZB, IL-6, COLXIA1) were changed in the same direction in this study, albeit some at earlier times (Supplemental Tables I and II). In vivo validation of these in vitro findings is required for regulated genes not previously reported at sites of vitamin D-induced calcification.

Results presented here provide novel insights regarding mechanisms that may be involved in regulating vitamin D sterol-mediated calcification of human CASMC. In CASMCs expressing VDR, vitamin D sterol-enhanced calcification is associated with altered expression of genes whose promoters contain VDRE. Thus, vitamin D sterols likely influence transcription in these non-classical vitamin D target cells via genomic pathways with enhancement or suppression of transcription rates reflecting recruitment of different co-regulators to the VDR transcriptional complex [Dusso et al., 2005]. However, non-genomic pathways cannot be ruled out and future studies will be required to determine if VDR interacts with the putative VDREs.

The effect of vitamin D sterols on gene expression in the absence of added phosphate was not addressed in this study due to the lack of calcification using these culture conditions in our laboratory (previous unpublished observations). Others have demonstrated that in resting human CASMCs (no added phosphate), vitamin D modulates genes including some identified in this study (ENPP1, THBD, and THBS1) [Wu-Wong et al., 2007b], but association with calcification was not examined. Future studies will be focused on determining whether vitamin D sterol regulation of cardiovascular and osteoblastic genes is dependent upon existing mineral disturbances or prior phenotypic switch.

In conclusion, we identified altered gene expression patterns accompanying vitamin D sterol-induced exacerbation of human CASMC calcification that were representative of multiple pathways implicated in VC. Further studies are required to determine the precise roles of these genes in vitamin D sterol associated VC.

# Supplementary material for: Chondro/Osteoblastic and Cardiovascular Gene Modulation in Human Artery Smooth Muscle Cells That Calcify in the Presence of Phosphate and Calcitriol or Paricalcitol
**Source:** J Cell Biochem. 2010 Jul 27;111(4):911–21. doi: 10.1002/jcb.22779
**Supplement:** Supplementary file 3

| **Table 3.** | **Branched DNA (bDNA) analysis confirms human CASMC gene expession changes after** | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **7 days of exposure to vitamin D sterols** | | | | | | |  |  |  |  |
|  |  |  | |  | | |  |  |  |  |  |
|  |  |  | |  | | |  |  |  |  |  |
|  | **Gene** |  | |  | | | **BM** | **DM** | **DM** | **Cal + DM** | **Par + DM** |
|  |  |  | |  | | | **vs** | **vs** | **vs** | **vs** | **vs** |
|  |  |  | |  | | | **EM** | **EM** | **BM** | **DM** | **DM** |
|  |  |  | |  | | |  |  |  |  |  |
| ALP | Alkaline phosphatase | | | | 1.13 | | | 1.00 | -1.13 | **1.47** | 1.31 |
|  |  |  | |  | | |  |  |  |  |  |
| MGP | Matrix gla protein | |  | | | 1.33 | | **1.60** | 1.20 | 1.08 | -1.10 |
|  |  |  | |  | | |  |  |  |  |  |
| FBN1 | Fibrillin 1 |  | |  | | | -1.16 | -1.09 | 1.06 | 1.04 | 1.08 |
|  |  |  | |  | | |  |  |  |  |  |
| OPG | Osteoprotegerin | |  | | | **-2.38** | | **-2.11** | 1.13 | **2.13** | **1.82** |
|  |  |  | |  | | |  |  |  |  |  |
| FRZB (SFRP3) | Secreted frizzled related protein-3 | | | | 1.61 | | | **1.95** | 1.20 | -1.25 | -1.08 |
|  |  |  | |  | | |  |  |  |  |  |
| ENPP1 | Ectonucleotide pyrophosphatase/ | | | | -1.09 | | | -1.13 | -1.03 | **-1.52** | -1.40 |
|  | phosphodiesterase 1 | |  | | |  | |  |  |  |  |
|  |  |  | |  | | |  |  |  |  |  |
| RUNX2 | Runt related transcription factor 2 | | | | 1.37 | | | 1.37 | -1.00 | 1.04 | -1.09 |
|  |  |  | |  | | |  |  |  |  |  |
| EM: DMEM/15% fetal bovine serum | | |  | | |  | |  |  |  |  |
| BM: DMEM/15% FBS, ascorbic acid (50 ug/ml), dexamethasone (10-9 M) | | | | | | | |  |  |  |  |
| DM: DMEM/15%FBS,aa,dex,beta-glycerol phosphate (10 mM) | | | | | | | |  |  |  |  |
| The data were normalized to cyclophin levels and then were transformed using log2 | | | | | | | | |  |  |  |
| The values displayed here are fold change (or negative reciprocal if fc < 1) of the treatment 1 - treatment 2, where treatment 1 and 2 are given as column names | | | | | | | | | | | |
| Bold values: Fold changes are not equal to 1 (p<0.05) | | | | | | | |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

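Human CASMCs of 1 donor were cultured in EM, BM or DM, and in DM with calcitriol, paricalcitol or R-568, in 3 sequential runs with 1 culture per group and time. Expression was measured on whole-genome oligonucleotide arrays of 54675 probe sets, with 33 arrays in run 1, 37 in run 2 and 35 in run 3. Each array was assigned to its medium, treatment, dose, time and run from its label. All value columns were used, and 0 were left out. The sterols are abbreviated in the labels to D, read as calcitriol, and Z, read as paricalcitol. Doses were 10 and 0.01 nM for the sterols and 100 and 0.01 nM for R-568 as the paper states, although labels of the higher R-568 dose read 10 nM in runs 1 and 2.

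The authors log-transformed the perfect-match probe intensities, normalized them with a nonlinear method across arrays and took the arithmetic mean of the probes of each probe set, weighting by error in their ANOVA with the run as a random covariate. Their analysis used a p of 0.05 and a cutoff of 1.3-fold. The log base of the deposited intensities is not named, and they were read as natural logs from their range alone. The supplement's folds are 2 to the power of the deposited difference, as log2 values would give, so they do not support this reading. The values were divided by the natural log of 2 to give log2 values. The array medians then spanned 0.986 on the log2 scale, over the limit of 0.2 set for use without normalization, and all arrays were quantile normalized together. Within runs 1 and 2 the medians of the deposited values lay close, and those of run 3 lay lower. The highest correlation between 2 arrays was 0.998 and 0 arrays were identical.

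Differences were estimated with limma 3.58.1 in R 4.3.3, with a moderated variance that follows the mean intensity, over the 24 arrays and 9 groups of a time point with the run as a block, which leaves 13 residual degrees of freedom. Effects averaged over times, and the difference between the effects at 7 days and 1 day, came from 1 fit of 96 arrays and 36 groups. All groups share 1 estimate of the spread. P-values were adjusted over all probe sets by the Benjamini-Hochberg method at 0.05. The run number pairs the cultures because the paper describes sequential experiments. As a check, deviations from the group means correlated between arrays of the same run with medians of 0.473, 0.436, 0.464 and 0.548 at 4 h, 1, 3 and 7 days over 45 pairs each, and with -0.228, -0.271, -0.314 and -0.373 between runs. The lowest of the pairs in the same run were -0.0444 at 4 h and -0.0581 at 1 day.

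Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 23 lists, and again with an estimated correlation. A gene with several probe sets was represented in a list by the probe set of highest mean intensity, with the one of smallest p as an alternative. The lists were target genes of the vitamin D receptor, smooth muscle contractile genes, osteoblast genes, chondrocyte genes, mineralization inhibitors, phosphate transporters, BMP and TGF-beta signaling, Wnt signaling, collagens, matrix proteins and remodeling enzymes, interferon-stimulated genes, cell division, apoptosis, glucocorticoid-responsive genes, hypoxia and glycolysis, NRF2 antioxidant genes, inflammatory cytokines and adhesion molecules, cholesterol synthesis, markers of endothelial cells, macrophages and leukocytes, epithelial cells and adipocytes, and 20 genes of other tissues as a background reference. Members of the background list lay at a median percentile of 37.2 among probe sets, at most at 80.9, and a rise from a level below their median intensity is a lower bound. Probe sets were assigned to genes with the array annotation: 41097 had 1 symbol, 1801 had several and 11777 had none, for 19775 genes in all. Coordinates are of GRCh38.p14. Probe sets with several symbols and the 62 control probe sets entered the tests, but none is named as a gene.

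The genes named are those of the paper's tables and results text, whose values in the paper had been seen, the 10 largest increases and 10 largest decreases of each comparison among probe sets past the threshold and of the same direction in each run, and up to 4 members of each list with the smallest p. The probe sets of RUNX2 other than the brightest were added after their values were seen.

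The fits were tested on simulated data with known changes. For calcitriol at 7 days, 74.63% of changes of 0.3 on the log2 scale, 92.54% of 0.5 and 100% of 1 were recovered, with 4.301% false among those called. For BM against EM the shares were 61.19%, 91.04% and 98.48%, with 6.18% false, and for the difference between times 34.33%, 83.58% and 100%, with 5.229% false. The paper's supplement was compared on the scale of its own folds. Chance values of the correlation, covariance, overlap and shares of the same direction between comparisons with the same controls came from simulated unchanged groups, with 20 simulations for the overlap and the shares, and the overlap of independent lists was the product of their sizes over the number of probe sets.

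The alternatives were no run in the model, the run as a random effect, a fit of the compared groups alone, the values as deposited, only probe sets above the median of mean intensity, a variance without trend, an unmoderated linear model, array weights, and each run left out in turn. R-568 arrays in place of vehicle + DM as controls, a Bonferroni correction over all probe sets for the counts that the paper states, which its methods name for gene expression, the alternatives for R-568 and paricalcitol at 0.01 nM averaged over times and for the difference between times with paricalcitol, and groups left out of the pooled comparison of interferon-stimulated genes were added after the data were seen. Groupings of the arrays were counted with the real one included, all 10 for 3 arrays against 3 and 100 drawn at random over several times. Arrays at 10 days, with 1 per group, were compared without a test. Tables and plots were made with data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Calcification, RNase protection, branched DNA and protein measurements of the paper are outside the expression arrays and were not analyzed.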

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

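Apart from the tests on interferon-stimulated genes and the counts over other groupings of the arrays, which were set out beforehand, the values here were picked out after their results were seen, as were the comparisons of interferon-stimulated genes that leave a group out of the pool and the groupings for the difference between times with paricalcitol.

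Interferon-stimulated genes lay lower with calcitriol at 10 nM than with vehicle + DM at 7 days, which the paper reports for IFI6 (its GIP3) alone, and of the 24 others measured 13 fell at an adjusted p under 0.05 from limma (median -0.41). A single run was argued against, since the run nearest to 0 still lay at -0.342. High values on the vehicle arrays stay open as part of the difference: 82.2% of it remained against the other groups in DM, which lay at -0.06 from vehicle + DM with 0 members past the threshold, and 94.7% without R-568 at the higher dose in that pool, 93.5% without calcitriol at 0.01 nM, 74.4% without R-568 at 0.01 nM and 69.0% without paricalcitol at 0.01 nM, but 53.4% against BM and 52.6% against R-568 at the higher dose. The 10 nM culture lay below the 0.01 nM culture of the same sterol in every run compared, by -0.0415 at the least, which is consistent with an effect of dose but was found and tested on the same arrays. The list did not pass with an estimated correlation (adjusted p = 0.148), the 0.01 nM culture of run 3 was also low (-0.565), and a difference between single cultures in interferon signaling stays open.

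The effect of calcitriol at 10 nM differed between 7 days and 1 day for 201 probe sets in limma, and that of paricalcitol for 22, which the paper does not test. Leaving out runs 1, 2 and 3 moved the 201 to 47, 109 and 73, and the 22 to 0, 1 and 0. For calcitriol 6 of 100 groupings of the arrays gave a count as large, the real one included, with a highest other count of 488, and 8 of the 32 that part the runs in the same way, with up to 708. All the others as large kept the 7-day groups whole and so still held the 7-day effect, and the highest count of the rest was 94, so these groupings cannot decide whether chance gave the count. For paricalcitol 7 of 100 were as large, with a highest other count of 384, and the 6 others also kept the 7-day groups, but of those that part the runs 1 that broke them gave 50. SULT1E1, the estrogen sulfotransferase, had an effect 1.26 higher on the log2 scale at 7 days than at 1 day (adjusted p = 1.53e-07), HGF, hepatocyte growth factor, an effect of -1.15 relative to 1 day (adjusted p = 7.13e-10), and IFI6 one of -1.51 (adjusted p = 0.0013, but 0.151 without run 3).

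At 7 days of calcitriol at 10 nM, 533 genes that the paper does not list passed an adjusted p of 0.05 in limma. Of these, 265 were higher and 268 lower. The total of 853 probe sets past the threshold became 333, 208 and 491 without runs 1, 2 and 3. It was 75 without the run in the model. The paper's ANOVA covered a subset of genes, so a gene it does not list may not have been tested there. At 10 days, a time on which the paper's tables do not report and with 1 array per group and no test, 742 of the 853 probe sets (87.0%) lay in the direction they had at 7 days with calcitriol at 10 nM. The share was 43.6% with calcitriol at 0.01 nM, 49.1% with paricalcitol at 0.01 nM, 53.8% with R-568 and 45.1% in BM. The interferon-stimulated genes did not stay lower as a group in the 10 nM calcitriol culture at 10 days: 13 of the 25 were lower and 12 higher, with a median of -0.01, and MX1, IRF7, IFIT1 and ISG15 stood 0.30, 0.22, 0.19 and 0.14 above vehicle + DM (-0.97, -0.32, -1.11 and -0.79 at 7 days), while IFI6 stood at -0.41. CYP24A1, which starts the breakdown of calcitriol, stood at least 4.21 higher on the log2 scale in the same 10-day culture. GEM, a small GTPase outside the paper's text on 4 h, rose by 0.64 after 4 h of calcitriol (adjusted p = 0.000956 from limma, but 0.235 without run 1 and 0.596 without run 3). In BM, 14 genes of hypoxia and glycolysis, a group that the paper does not discuss, were lower than in EM at 7 days.

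For comparisons of 3 arrays with 3 there are 10 groupings, too few for a share under 0.05. The real count against the highest other count was 4 against 0 at 4 h, 127 against 0 at 1 day, 349 against 0 at 3 days and 853 against 0 at 7 days for calcitriol, each reached by 1 grouping, the real one. For paricalcitol it was 3, 41, 72 and 96 against 0 at these times, each also reached by 1. Between the sterols at 7 days the count was 29 against 255, with 2 groupings as large, and among the 4 groupings that part the runs in the same way the highest other count was 0. For R-568, calcitriol at 0.01 nM and BM at 7 days against vehicle + DM the count was 0 in all 10. Averaged over the 4 times R-568 gave 35 against 1, with 1 of 100 groupings as large. Those that part the runs in the same way gave up to 5. Chance scatter of single arrays can thus be excluded for that count. An offset of 1 run through all times cannot, because the arrays of each time were regrouped separately. The count became 4, 1175 and 0 without runs 1, 2 and 3.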

How the results depend on the processing

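The control arrays taken from R-568 + DM in place of vehicle + DM and the Bonferroni correction were chosen after seeing the data, as were all settings for R-568 and paricalcitol at 0.01 nM over times and for the difference between times with paricalcitol, and the others were not. The array values come from 1 donor and 3 runs, the run shifts the level of whole arrays, and leaving out 1 run leaves EM, paricalcitol at 0.01 nM or R-568 at 0.01 nM with a lone array, which is assumed to vary like the other groups. Why a setting moved a count was not examined, and the cause was not tested.

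Counts of probe sets past an adjusted p of 0.05 in limma, 4 h, 1, 3 and 7 days in turn, were as follows. Without the replicate block they were 1, 20, 59 and 75 for calcitriol at 10 nM, 1, 4, 12 and 0 for paricalcitol at 10 nM, 2 between the sterols, 291 for BM against EM, 0 for R-568 and 2 for calcitriol at 0.01 nM averaged over times, 0 for the difference between 7 days and 1 day, and of the supplement's values 24.5% passed in the stated direction for calcitriol and 4% for paricalcitol, against 69% and 30%. With the run as a random effect in place of the block they were 1, 60, 222 and 540 for calcitriol, 1, 19, 32 and 41 for paricalcitol, 5 between the sterols, 1323 for BM against EM, 54 for R-568 over times, 100 for the difference between times and 18.5% of the paricalcitol supplement. In fits of the compared groups alone they were 27 at 4 h, 633 at 3 days and 1717 at 7 days for calcitriol, 127 at 3 days and 34 at 7 days for paricalcitol, 1 between the sterols, 1 for R-568, 356 for calcitriol at 0.01 nM, 134 for paricalcitol at 0.01 nM and 354 for R-568 at 0.01 nM at 7 days, and 0 for both results over times. On the values as deposited they were 2 at 4 h and 74 at 1 day for calcitriol, 1 at 4 h for paricalcitol, 16 between the sterols, and 112 for R-568 and 2089 for calcitriol at 0.01 nM over times, and at 7 days 297 were higher and 489 lower with calcitriol, against 427 and 426. In an unmoderated linear model they were 2 at 4 h and 452 at 7 days for calcitriol, 1, 9, 44 and 31 for paricalcitol, 17 between the sterols, 13 for R-568 over times and 14.5% of the paricalcitol supplement. With array weights they were 60, 786, 1083 and 2482 for calcitriol, 17, 563, 471 and 153 for paricalcitol, 4373 for BM against EM, 17 for DM against BM, 2186 for R-568 and 3911 for calcitriol at 0.01 nM over times, 1205 for the difference between times and 52.5% of the paricalcitol supplement. Among probe sets above the median intensity R-568 over times gave 0. With R-568 arrays in place of vehicle + DM paricalcitol gave 5 at 4 h, and at 7 days calcitriol gave 675 with 503 shared. With the Bonferroni correction, a stricter threshold by construction, calcitriol at 7 days gave 132. With the variance without trend 23 of 23 counts were within 1.5 times.

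For R-568 at 0.01 nM averaged over times, 1595 became 389 without the replicate block, 54 in a fit of the compared groups alone, 279 above the median intensity and 3351 with array weights. For paricalcitol at 0.01 nM averaged over times, 43 became 15 without the block, 187 with the run as a random effect, 11 in a fit of the compared groups alone, 299 as deposited, 2 above the median intensity, 26 unmoderated and 1700 with array weights. The 22 of paricalcitol for the difference between times became 0 without the block, with the run as a random effect and in a fit of the compared groups alone, 11 as deposited and 83 with array weights.

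Leaving out 1 run gave from 1 to 2 at 4 h, 15 to 147 at 1 day, 118 to 278 at 3 days and 208 to 491 at 7 days for calcitriol, and 1 to 1016, 4 to 29, 18 to 52 and 15 to 51 for paricalcitol. It gave 4 to 14 between the sterols, 0 to 5 for paricalcitol at 0.01 nM, 0 to 2 for R-568 at 0.01 nM, 482 to 1785 for BM against EM, 0 to 1175 for R-568 and 0 to 2 for calcitriol at 0.01 nM over times, 47 to 109 for the difference between times with calcitriol and 0 to 1 with paricalcitol, 84 to 3253 for R-568 at 0.01 nM over times and 2 to 23 for paricalcitol at 0.01 nM over times. Of the supplement's values it gave 46% to 58% for calcitriol and 12% to 16.5% for paricalcitol. The setting with only the runs labelled 10 nM for R-568 is the one without run 3, and R-568, calcitriol at 0.01 nM and DM against BM kept 0 at 7 days without each run.

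Gene lists that did not pass with an estimated correlation had adjusted p-values of 0.406 (BMP and interferon) and 0.522 (cholesterol) for BM against EM, 0.445 (BMP, collagens, glucocorticoid, hypoxia, interferon and matrix) and 0.551 (inflammatory) for DM against BM, 0.210 (BMP and vitamin D receptor) and 0.148 (chondrocyte, epithelial and interferon) for calcitriol, 0.143 (BMP and interferon), 0.747 (cell division), 0.467 (cholesterol) and 0.260 (vitamin D receptor) for paricalcitol, and 0.850 (interferon and contractile) for R-568. With the probe set of smallest p in each gene, members past the threshold, higher and lower, became for calcitriol 5 and 3 from 5 and 0 (collagens), 0 and 16 from 0 and 14 (interferon), 4 and 3 from 4 and 2 (matrix), 1 and 2 from 1 and 0 (osteoblast), 1 and 2 from 1 and 1 (contractile) and 4 and 3 from 4 and 1 (Wnt). For paricalcitol they became 2 and 0 from 1 and 0 (collagens) and 0 and 1 from 0 and 0 (contractile). For BM against EM they became 21 and 0 from 20 and 0 (cell division), 1 and 0 from 0 and 0 (cholesterol and endothelial), 4 and 3 from 4 and 1 (chondrocyte), 7 and 7 from 4 and 5 (collagens), 4 and 6 from 2 and 6 (matrix), 2 and 2 from 2 and 1 (mineralization inhibitors), 0 and 5 from 0 and 4 (NRF2), 2 and 0 from 1 and 0 (osteoblast) and 4 and 1 from 2 and 1 (Wnt).

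Of 3104 values of single genes under the settings, 2545 kept their direction and side of the threshold, 494 no longer passed it, 33 newly passed it and 32 changed sign, 0 of them for a value that passed. No longer past the threshold, of 203 that passed, were 139 without the replicate block, 43 with the run as a random effect, 25 in fits of the compared groups alone, 20 as deposited, 5 without trend, 48 unmoderated, 2 with array weights, and 67, 72 and 48 without runs 1, 2 and 3. It was 1 of 181 above the median intensity and 24 of 155 with the R-568 arrays. The values with a changed sign were, with array weights, RUNX2 in DM against BM -0.00394 and -0.0406, RUNX2 with paricalcitol 0.0113, CYP24A1 0.0194 at 1 day and -0.0229 at 7 days of calcitriol at 0.01 nM, -0.0577 at 7 days of paricalcitol at 0.01 nM and 0.0235 at 3 days of R-568, and TGFB2 with R-568 0.0270. Leaving out 1 run gave values on both sides of 0, with these lowest and highest values. For CYP24A1 they were -0.290 to 0.0144 at 4 h and -0.136 to 0.0132 at 3 days of calcitriol at 0.01 nM, -0.327 to 0.0321 at 4 h, -0.123 to 0.144 at 3 days and -0.244 to 0.147 at 7 days of paricalcitol at 0.01 nM, -0.0234 to 0.151 at 4 h and -0.0870 to 0.0345 at 3 days of R-568, and -0.0297 to 0.280 between the sterols at 4 h. For RUNX2 they were -0.0370 to 0.0609 in DM against BM, -0.0577 to 0.179 with calcitriol and -0.0730 to 0.0696 with paricalcitol. For FBN1 they were -0.0657 to 0.0592 and for COL11A1 -0.193 to 0.0262 with calcitriol, for HGF -0.0711 to 0.0313 at 1 day, and for TGFB2 with R-568 -0.0591 to 0.0269 and -0.0653 to 0.0591. With R-568 arrays in place of vehicle + DM they were MGP 0.0729 and COL11A1 0.0509 and 0.0517 at 7 days and 0.0155 at 3 days with calcitriol, and FRZB 0.0506, MGP 0.00329 and FBN1 -0.0802 with paricalcitol. Under the settings tried, no value of a single gene past the threshold changed sign. The gene lists were tested only with the estimated correlation and the probe set of smallest p as alternatives, and not under the other settings.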

Differences from the paper's values

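The R-568 arrays in place of vehicle + DM, chosen after seeing the values, are not used here, and a Bonferroni correction, chosen after seeing the values too, only for counts of genes. The paper's supplement gives 400 folds, compared on the paper's scale of 2 to the power of the deposited difference. Of these 23 differed by more than the spread between runs, 0 of them by more than 1.5 times in size and 2 in sign. On the values as deposited 6 differed. Leaving out runs 1, 2 and 3 gave 43, 47 and 42, array weights 38, and each other alternative set before the data were examined 23 (of 346 values above the median intensity).

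For calcitriol at 10 nM, BMP4 at 7 days was 1.36-fold here and 1.33-fold in the paper, and did not differ on the values as deposited or with array weights. ALPL at 7 days was 1.093 here and 1.06 in the paper, and did not differ as deposited or without run 3. TIMP1 at 1 day was 1.057 here and 1.05 in the paper, and did not differ with array weights. DCBLD1 at 7 days was 1.411 here and 1.37 in the paper, and DKK3 was -1.096 here and -1.11 in the paper, and neither differed as deposited. S100A16 at 7 days was -1.063 here and -1.09 in the paper, and did not differ as deposited or without run 1. Every other alternative left each of these different.

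For paricalcitol at 10 nM, values that did not differ as deposited, and differed under every other alternative, were ALPL at 7 days (1.09 here, 1.06 in the paper), COL16A1 at 3 days (1.138, and 1.11 in the paper), DCBLD1 at 1, 3 and 7 days (1.072, 1.12 and 1.222, and 1.05, 1.09 and 1.19 in the paper) and S100A4 at 3 days (-1.333, and -1.37 in the paper). GADD45B at 7 days (1.101, and 1.07 in the paper) did not differ as deposited or without run 2. SIRPA at 3 days (1.107, and 1.09 in the paper) and the probe set the paper lists as CLEC3B at 3 days (-1.151, and -1.18 in the paper) did not differ as deposited or without run 3. DKK3 at 3 days (-1.093, and -1.11 in the paper) and TNC at 7 days (-1.101, and -1.13 in the paper) did not differ as deposited, with array weights or without run 3. MAPK13 (1.148, and 1.13 in the paper) and HGF (-1.195, and -1.23 in the paper) at 3 days did not differ as deposited, with array weights or without run 1. The remaining alternatives left each of these different. COL10A1 at 7 days (1.048, and 1.05 in the paper) passed the rule only because the standard deviation of its runs was as small as 0.00138 in log2 units of the paper's scale, and it equals the paper's value to the digits printed. It, LPAR1, the paper's EDG2, at 3 days (-1.088, and -1.2 in the paper) and COL5A3 at 3 and 7 days (-1.137 and -1.081, and 1.16 and 1.1 in the paper, printed there without a minus sign) differed under every alternative.

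The paper counts 53 genes higher and 35 lower with calcitriol at 7 days at a p under 0.05. Its methods name an ANOVA on a subset of genes and, as indicated, a Bonferroni correction, and the text does not say which genes or which of its counts these cover, so the thresholds may differ from those here. Over all probe sets the unadjusted p of limma gave 2443 and 2848 genes, and no alternative set before the data were examined came within 1.5 times. These counts ran from 1056 and 1057 without the run in the model to 3356 and 3394 with array weights. With the Bonferroni correction over all probe sets, chosen after seeing the values, there were 66 and 31 genes, within 1.5 times, but 42 of the paper's own 86 probe sets at 7 days did not pass it. For genes that reached 1.3-fold at any time with either sterol the paper counts 31 and 14, and here there were 67 and 88 at an unadjusted p under 0.05, also under no alternative set beforehand within 1.5 times. The 67 and 88 became 138 and 217 without run 1, and 61 and 69 without the run in the model. With the Bonferroni correction, chosen after seeing the values, there were 51 and 18, of which the 18 lie within 1.5 times.

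Of the supplement's 200 values for each sterol, 138 for calcitriol and 60 for paricalcitol passed an adjusted p of 0.05 in the stated direction here, and 197 and 176 an unadjusted p of 0.05. The paper states that most changes were significant at more than 1 time, and of its 95 probe sets 49 passed the adjusted p at 2 or more times with calcitriol and 12 with paricalcitol, and 77 and 70 the unadjusted p. It states that RUNX2 expression was not altered in the media, and here RUNX2 was 0.56 higher on the log2 scale in BM than in EM at 7 days at its brightest probe set (adjusted p = 0.00439 from limma, and 0.462 without run 1), while DM and BM differed by 0.06. Branched DNA values in the paper's supplement also put RUNX2 higher in BM than in EM, and alike in DM and BM. Neither difference is marked as significant there. The paper also states that the sterols left RUNX2 unchanged, and here a second probe set, chosen after its value was seen, fell by 0.26 with calcitriol at 7 days (adjusted p = 0.033, and 0.102, 0.277 and 0.313 without runs 1, 2 and 3), while the brightest stood at 0.07 (adjusted p = 0.784). The paper lists KCNK3, GCLC and THBD as raised at 4 h, and with calcitriol their adjusted p here was 1.00, 0.318 and 1.00 and their unadjusted p 0.0142, 3.03e-05 and 0.00291, with all 3 past the threshold with array weights and GCLC and THBD in a fit of the compared groups alone. With paricalcitol GCLC passed with array weights (0.0314) and without run 2 (0.0485). ALPL is stated to rise with paricalcitol, and here it stood higher at 3 and 7 days. Its adjusted p was 0.055 at 3 days and 0.123 at 7 days. At 3 days it was under 0.05 in a fit of the compared groups alone (0.0477) and above the median intensity (0.0336). With array weights it was 0.00178 at 3 days. THBD is listed as raised by calcitriol at 7 days, where its adjusted p here was 0.372 and under 0.05 in no alternative, and at 1 day it passed. THBS1 and FRZB are stated to fall with calcitriol, and at 7 days they stood at -0.93 and -0.29 on the log2 scale here. Their adjusted p was 0.188 and 0.0799. In a fit of the compared groups alone both passed (0.0224 and 0.0126), and FRZB passed with array weights (0.0123). An adjusted p over all probe sets may be stricter than the paper's p of 0.05. The unadjusted p of ALPL, THBS1 and FRZB is not given here, so their adjusted values do not contradict the paper. MGP is counted among the lowered genes in the paper, and here it stood at -0.18 after 1 day of calcitriol (unadjusted p = 0.00919, adjusted p = 0.779) and at -0.01 at 7 days. For R-568 the paper states no effect on expression, and averaged over the 4 times 24 probe sets were higher and 11 lower here, each by less than 1.3-fold (1055 and 540 at 0.01 nM, a dose that this statement does not name). For calcitriol at 0.01 nM it also states none, and over the 4 times 519 were higher and 139 lower here, of which 2 in all were left without run 3 and 0 without run 1.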

Other observations

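The test of the spread of intensities on each array was chosen only after its result was in view, and the simulations of unchanged groups were added after the data were seen; the other tests here were set out beforehand.

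With calcitriol at 10 nM at 7 days, most members of each gene list of antioxidant, Wnt, inflammatory, metabolic and other cell type genes did not pass the threshold. The share that passed differed between the lists. GCLC, which limits glutathione synthesis and which the paper also lists, rose by 0.66 on the log2 scale (adjusted p = 2.64e-06 from limma), while NQO1, a quinone reductase, fell by 0.72 (adjusted p = 0.000457) and GCLM, the partner of GCLC, by 0.45 (adjusted p = 0.000333, but 0.0559 without run 1). Of 11 NRF2 antioxidant genes 1 thus rose and 2 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.315). Of 25 Wnt genes 4 rose and WNT5A, another gene of the paper's tables, fell, by 0.54 (adjusted p = 0.000111, but 0.0577 without run 2), with 7 and 4 when adjusted over the list alone, 4 and 3 with the probe set of smallest p and a camera adjusted p of 0.666. Of 7 epithelial genes 2 rose, the keratins KRT14 and KRT18 (camera adjusted p = 0.0154, but adjusted p = 0.148 with an estimated correlation), KRT18 by 0.29 (adjusted p = 0.00436, but 0.156 without run 1). FABP4, a fatty acid carrier, was the 1 of 6 adipocyte genes lower (adjusted p = 0.0368, and 0.113, 0.348 and 0.204 without runs 1, 2 and 3; camera adjusted p = 0.578), and CDH5, an adhesion protein, the 1 of 8 endothelial genes (adjusted p = 0.0429, and 0.135, 0.446 and 0.109 without the runs in turn; camera adjusted p = 0.695). None of 7 macrophage and leukocyte genes passed (camera adjusted p = 0.757).

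CCL2, a chemokine that draws monocytes, was the 1 of 18 inflammatory genes lower (3 when adjusted over the list alone; camera adjusted p = 0.109), by -0.36 (adjusted p = 0.0393, and 0.0654, 0.352 and 0.108 without runs 1, 2 and 3). Of 16 glucocorticoid-responsive genes 2 rose, the kinase SGK1 and the transcription factor CEBPD, and FKBP5 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.753). Each of these 3 lost its call without run 1 (adjusted p = 0.13, 0.0701 and 0.133) and without run 2 (0.21, 0.143 and 0.372). Of 18 hypoxia and glycolysis genes 1 rose and 2 fell (1 and 3 when adjusted over the list alone; camera adjusted p = 0.144), and of 12 genes of cholesterol synthesis 0 passed with calcitriol (camera adjusted p = 0.292). With paricalcitol the cholesterol genes had a median of -0.11 and 0 past the threshold (camera adjusted p = 0.00257, but adjusted p = 0.467 with an estimated correlation). In BM against EM they had 0 past it (camera adjusted p = 0.0131, but adjusted p = 0.522 with an estimated correlation). None of the 20 background genes passed (camera adjusted p = 0.740). For the adipocyte, endothelial, glucocorticoid, macrophage and background lists the median, mean and test differ in sign. VDR, the vitamin D receptor on chromosome 12 from 47841537 to 47904994, has probe sets at percentiles 73.0, 87.5, 79.5 and 64.6 of intensity. CASR, the calcium sensing receptor and target of R-568 on chromosome 3 from 122183668 to 122291629, has them at 73.9, 32.1, 41.4, 17.6 and 28.6. The background genes of other tissues reached percentile 80.9, above all of these but the VDR probe set at 87.5, so the other levels do not show expression. By RNase protection the paper found VDR mRNA in these cells but no CASR transcripts. Of these 9 probe sets, 0 passed the threshold with calcitriol at 7 days. A VDR probe set was 0.31 higher at 3 days (adjusted p = 0.0236 from limma, but 0.0911 without run 1 and 0.487 without run 3).

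Calcitriol at 0.01 nM differed from vehicle + DM at 658 probe sets when averaged over the 4 times, by 0.130 in the median. Of 100 groupings of the cultures 1 was as large, the real one. The highest other count was 0, and 8 among those that part the runs in the same way. Chance scatter of single arrays can thus be excluded for the count. An offset of 1 run through all times cannot, because the arrays of each time were regrouped separately. Without runs 1, 2 and 3 the count was 0, 1 and 2. A weak form of the effect of calcitriol at 10 nM was argued against, since 21.1% of these probe sets had the same sign between calcitriol at 10 nM and the higher dose of R-568, but with paricalcitol at 10 nM 62.8% had it, and a weak effect like that of paricalcitol stays open. Against R-568 the difference was 32.8% of that from vehicle + DM, a value between those set in advance for vehicle arrays that stand apart and for ones that do not, and 46.8 to 53.1% in 20 simulations of unchanged groups. The same probe sets also differed from vehicle + DM in the other groups, by 77.7% of the difference with R-568 at 0.01 nM, 72.3% with paricalcitol at 0.01 nM, 67.8% with paricalcitol at 10 nM, 58.4% with R-568 at the higher dose, 40.3% with calcitriol at 10 nM and 29.6% in BM, against 44.8 to 54.7% simulated, and 93.8 to 99.2% of them had the same sign, against 88.6 to 95.9% simulated. The simulated ranges may be too narrow for real arrays, on which genes move together. The 4 higher shares go with vehicle arrays that stand apart, but the shares in BM and with calcitriol at 10 nM do not. The 1055 probe sets higher and 540 lower with R-568 at 0.01 nM also go with such vehicle arrays, but this count was not stable. Without run 3 it was 66 higher and 18 lower. Without run 2, which leaves 1 array of this group at each time, more were lower than higher. With the spread of each array as a covariate 66.7% of the difference was left (0.0869, standard error 0.0314 against 0.0323 before) and 0 probe sets passed in limma, mainly because the difference was smaller, and vehicle + DM had the widest spread in 4 of 12 sets of a run and time. Vehicle arrays that stand apart and an effect of the sterol cannot be told from each other here.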
